# Constitutive bone marrow adipocytes suppress local bone formation

**DOI:** 10.1172/jci.insight.160915

**Published:** 2022-11-08

**Authors:** Ziru Li, Devika P. Bagchi, Junxiong Zhu, Emily Bowers, Hui Yu, Julie Hardij, Hiroyuki Mori, Katrina Granger, Jon Skjaerlund, Gurjit Mandair, Simin Abrishami, Kanakadurga Singer, Kurt D. Hankenson, Clifford J. Rosen, Ormond A. MacDougald

**Keywords:** Bone Biology, Adipose tissue, Bone disease, Bone marrow

## Abstract

BM adipocytes (BMAd) are a unique cell population derived from BM mesenchymal progenitors and marrow adipogenic lineage precursors. Although they have long been considered to be a space filler within bone cavities, recent studies have revealed important physiological roles in hematopoiesis and bone metabolism. To date, the approaches used to study BMAd function have been confounded by contributions by nonmarrow adipocytes or by BM stromal cells. To address this gap in the field, we have developed a BMAd-specific Cre mouse model to deplete BMAds by expression of diphtheria toxin A (DTA) or by deletion of peroxisome proliferator-activated receptor gamma (*Pparg*). We found that DTA-induced loss of BMAds results in decreased hematopoietic stem and progenitor cell numbers and increased bone mass in BMAd-enriched locations, including the distal tibiae and caudal vertebrae. Elevated bone mass appears to be secondary to enhanced endosteal bone formation, suggesting a local effect caused by depletion of BMAd. Augmented bone formation with BMAd depletion protects mice from bone loss induced by caloric restriction or ovariectomy, and it facilitates the bone-healing process after fracture. Finally, ablation of *Pparg* also reduces BMAd numbers and largely recapitulates high–bone mass phenotypes observed with DTA-induced BMAd depletion.

## Introduction

BM adipocytes (BMAds) are cells distinct from white and brown adipocytes that exist within BM cavities and are believed to play significant roles in hematopoiesis and bone homeostasis (1). In rodents, regulated BMAds (rBMAds) are found interspersed between hematopoietic cells in the proximal tibiae, distal femur, and lumbar vertebrae and are responsive to diverse environmental and physiological stimuli (2, 3). In contrast, constitutive BMAds (cBMAds) develop within the distal tibiae and caudal vertebrae early in postnatal life and appear relatively stable. To date, studies have shown that BM adipose tissue (BMAT) expands its population of rBMAds in response to caloric restriction (CR), ovariectomy (OVX), and irradiation, all of which are typically accompanied by bone loss and/or hematopoietic abnormalities (4, 5). Under conditions of increased energy demand or limited supply, BMAd lipolysis is required to provide energy to surrounding cells, such as osteoblasts and myeloid cells (6). However, BMAds also secrete adipokines and cytokines, which can have negative effects on bone and hematopoietic cells under both basal conditions and those that induce BMAT expansion (4, 7, 8). These seemingly conflicting results suggest that BMAds have complex functions, and further studies using highly specific models are required in order to understand the underlying mechanisms.

Other approaches used to explore the relationship between adipocytes and bone have included depletion of these cells using mice expressing diphtheria toxin A (DTA) (9) or DT receptor (DTR) (10) in all adipocytes, or adipocyte-specific deletion of genes related to adipocyte differentiation and lipid formation, such as *Pparg* (11), *Kindlin-2* (12), C*ebp,* and other bZIP family members (13), as well as *Lmna* (14). These studies suggest that loss of adipocytes, including BMAds, is associated with significant increases of bone mass; however, interpretation of these data is complicated since white, beige, and brown adipocytes, as well as BMAds, are all depleted by *Adipoq*- or *Fapb4-Cre* in these animal models. Secretion of adipokines such as adiponectin and leptin have complex effects on bone mass, with distinct and sometimes contradictory roles in osteoblast/osteoclast functions depending on whether effects are mediated peripherally or centrally, or whether the roles of adipokines on osteoblasts/osteoclasts are evaluated in vivo or in vitro (15, 16). Consistent with the notion that factors from adipose tissue play an important regulatory role in bone, Zou et al. have demonstrated that the high bone mass of lipodystrophic *Adipoq*-DTA mice is blocked by s.c. transplantation of adipocyte precursors or white or brown adipose depots, but it is only partially blocked by adipose derived from mice lacking both leptin and adiponectin (9). While important, these data do not address the local effects on bone of paracrine and metabolic factors produced by BMAds. Fan et al. revealed that local BMAT expansion promotes bone resorption through secretion of RANK ligand in a mesenchymal progenitor–specific *Pth1r*-deficient model, although interpretation of bone outcomes is complex due to mesenchymal cell fate alterations and severe growth impairment (17).

To investigate roles of BMAT in maintenance of the bone and the marrow niche, we have used a potentially novel BMAd-Cre model (6) to generate mice that specifically lack BMAT. We found that BMAd-specific DTA expression or *Pparg* deletion resulted in a significant decrease of BMAT within long bones, whereas the loss was milder in caudal vertebrae. Depletion of highly abundant constitutive BMAT (cBMAT) was accompanied by increased cortical bone in distal tibia and trabecular bone of caudal vertebrae, whereas loss of less-abundant regulated BMAT (rBMAT) resulted in mild or no effects on trabecular bone of proximal tibiae. These site-specific changes in bone mass are largely due to enhanced endosteal bone formation, which protects mice from CR- and OVX-induced cortical bone loss and facilitates high-quality bone healing after fractures. In summary, we have used BMAd-specific mouse models to establish relationships between BMAd depletion and improved bone metabolism.

## Results

### Cell-specific DTA expression depletes BMAds.

We recently created a potentially novel BMAd-specific Cre mouse model (6) that uses an intersectional strategy with dual recombinases: *Osterix-FLPo* and codon-optimized flippase recombinase (FLPo)-dependent *Adipoq-*Cre (FAC). Briefly, endogenous *Osterix*-driven FLPo recognizes Frt sites and flips the reverse orientation of the Cre cassette located in the 3′-untranslated region of endogenous *Adipoq* into the sense orientation (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.160915DS1). Osterix traces to osteoblasts and BMAds (18–20), and adiponectin is expressed in all mature adipocytes, including BMAds (21). Thus, the *Osterix*-FLPo–activated *Adipoq*-Cre recombinase is predominantly expressed in the overlapping BMAd population. To confirm cell specificity and efficiency of this BMAd-Cre mouse model, mT/mG reporter mice (22) were used to visualize Cre activity. EGFP^+^ cells were observed in BMAd, but not in bone cells, epididymal white adipose tissue (eWAT), or other tissues/organs evaluated (Supplemental Figure 1, D and E) (6). Of note, efficiency of BMAd-Cre increases with age, and recombination is less than 90% when mice have 2 copies of FAC and are younger than 12 weeks of age (6).

There is increasing evidence for BMAds having a specific marrow adipogenic lineage precursoe (MALP) that expresses *Adipoq, Cxcl12*, and *Lepr* (23, 24). These pericytic and stromal cells have a central cell body and have dendritic processes that extend through the marrow niche. MALPs are traced by constitutive and inducible *Adipoq*-based Cre and compose up to 0.6% of marrow cellularity (24). BMAd-Cre mice appear to target only a small subset of MALPs (Supplemental Figure 1, F–H) (6), perhaps because many are not lineage traced by *Osterix* or perhaps because expression of Cre from the endogenous *Adipoq* locus is less within this cell population relative to BMAds.

To investigate physiological functions of BMAds, we next bred BMAd-Cre mice to ROSA-DTA mice harboring a LoxP-flanked STOP cassette proximal to the DTA sequence (Supplemental Figure 1I). In this model, Cre recombinase excises the STOP cassette to allow expression of cytotoxic DTA in BMAds, thus inducing cell death. We measured BM adiposity in osmium tetroxide–stained decalcified tibiae from these mice and observed a marked reduction of rBMAT in proximal tibiae and cBMAT in distal tibiae (Figure 1A); these data were further confirmed by histological analyses of H&E-stained bone sections (Figure 1B) and quantification of osmium tetroxide by μCT (Figure 1C). Compared with control littermates, BMAd-DTA mice did not have altered total body weights, random glucose concentrations, or soft tissue weights (Supplemental Figure 2, A–C). Histological analysis of s.c. WAT (sWAT) and eWAT was comparable between BMAd-DTA and control mice (Supplemental Figure 2, D and E). 

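Whole distal tibiae of 4 control and 7 BMAd-DTA mice were profiled by strand-specific mRNA sequencing, with 1 library per mouse. In BMAd-DTA mice, diphtheria toxin A is expressed from the Rosa26 locus after Cre recombination in BM adipocytes, and the toxin kills the cells that make it. The sample labels give an age of 24 weeks for every mouse, and the paper gives 20 to 24 weeks. The authors aligned the reads to mm10 with STAR and deposited the number of read pairs counted on each gene, for each library and as 1 merged table, without normalization. The merged table holds 22600 genes and equals the read-strand column of the per-library counts. Its totals were between 16969529 and 18637663, with a median of 17701061 counts in controls, and between 17128711 and 18432805, with a median of 17612195 counts in BMAd-DTA mice. The per-library counts, with unmapped, multimapping, unassigned and ambiguous pairs included, sum to 24174541 to 25894266 read pairs, above the minimum depth that the paper states. All values here use the counts assigned to genes. No pair of libraries within a group was alike within sampling noise, since the chi-square statistic per gene was 18.3 or more for every such pair, where sampling noise alone gives 1.
Genes with low counts were removed with edgeR's filterByExpr, which left 16496 genes, library sizes were scaled by the TMM method, and genotype was the only term of the model. Differences per gene were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as CPM, computed by edgeR on the TMM-scaled library sizes. For a list of genes, a score was computed per mouse as the mean log2 CPM of its members with a prior count of 2, and the groups were compared by a two-sided exact permutation test over all 330 splits of the 11 mice into 4 and 7, whose smallest possible p is 0.00303. These p values were adjusted by the Benjamini-Hochberg method over 27 lists and Reactome sets. The family includes the ossification and secretory lists that the study picked from these libraries. Their small p values lower the adjusted p of the other lists. The same lists were also tested with camera, a competitive test that sets a list against all other genes, with a preset inter-gene correlation of 0.01. Choices that could change the numbers are the filter, the scaling and, most of all here, the test.
The annotation has no entry for the toxin, so its expression is not analysed here. The figure legends describe male mice and the sample labels give no sex. Xist, the RNA made from the inactive X chromosome, had 13810 to 20260 counts in every library, while Ddx3y, Eif2s3y, Kdm5d and Uty on the Y chromosome together had 0 or 1 count in each.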

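Of 40 adipocyte marker genes chosen without reference to these libraries, 38 were tested, and all 38 had a lower fitted level in BMAd-DTA mice, with a median log2 fold change of -0.65. The adipocyte score was lower in BMAd-DTA mice (difference in mean score -0.77 on the log2 scale, exact permutation test, two-sided, p = 0.0303, adjusted p = 0.0584). After adjustment this difference did not pass 0.05. The spread was wider among BMAd-DTA mice (SD 0.53 on the log2 scale, n = 7) than among controls (SD 0.25, n = 4), and 4 of the 7 BMAd-DTA mice lay below every control. Over all genes tested, 1 of the 38 genes passed an adjusted p of 0.05, and 20 did so when adjusted over the list alone. In DESeq2, 8 passed over all genes. The 1 gene in edgeR's test was Retn, which encodes resistin and lies on chromosome 8, 3655770 to 3660110 of GRCm38. Retn was at 3.23 ± 0.65 CPM in BMAd-DTA mice (SD, n = 7) and 8.42 ± 1.28 CPM in controls (SD, n = 4) (log2 fold change -1.38, standard error 0.17, adjusted p = 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every BMAd-DTA mouse was below every control. Its adjusted p rose above 0.05 without Control replicate 1, Control replicate 2, BMAd-DTA replicate 1 or BMAd-DTA replicate 6, to 0.0889 at most. Adrb3, the member with the largest fall, had a log2 fold change of -1.70 (adjusted p = 0.141 from the same quasi-likelihood test), and Tkt, the member with the smallest, -0.058. Adipoq (log2 fold change -1.28, standard error 0.74), Cfd (-1.34, standard error 0.49), Lep (-0.99, standard error 0.49) and Fabp4 (-0.44, standard error 0.23) were lower, but with adjusted p values from 0.195 to 0.416 in edgeR's test none passed after adjustment over all genes. Before adjustment over genes, the exact permutation test, two-sided, gave p = 0.0333 for Cfd, 0.106 for Lep, 0.109 for Fabp4 and 0.152 for Adipoq, so that of the 4 only Cfd was under 0.05. Adipoq itself ranged from 28.5 to 209 CPM among controls. With 1 mouse left out at a time, the log2 fold change of Fabp4 ran from -0.57 to -0.27.
The fall of the fatty acid metabolism list was smaller. Its 39 tested genes had a median log2 fold change of -0.057 with 26 lower and 13 higher (difference in mean score -0.064 on the log2 scale, exact permutation test, two-sided, p = 0.0545, adjusted p = 0.092), which did not pass 0.05, and the members with the largest fall and rise were Acaca (-0.49) and Hadh (0.14). No gene of this list passed an adjusted p of 0.05 over all genes in edgeR's test and 2 did in DESeq2, 1 did when adjusted over the list alone, and 7 had an unadjusted p under 0.05. The Reactome set of fatty acid, triacylglycerol and ketone body metabolism (81 genes) had a median log2 fold change of -0.087 (difference in mean score -0.084 on the log2 scale, exact permutation test, two-sided, p = 0.0212, adjusted p = 0.0441). This adjusted p is close to 0.05 and was lowered by the lists that the study picked, so it is weak evidence. In mitochondrial fatty acid beta-oxidation (15 genes, median -0.048) no difference between the groups was detected (exact permutation test, two-sided, p = 0.606). The Reactome set of white adipocyte differentiation had a median of -0.054 over 45 genes (exact permutation test, two-sided, adjusted p = 0.0245), with 6 of 7 BMAd-DTA mice below every control. It shares only 3 genes with the adipocyte list, so its small shift says little about the adipocyte markers. With 1 mouse left out at a time, these medians moved furthest to -0.032 without BMAd-DTA replicate 7 for the fatty acid metabolism list, -0.022 without BMAd-DTA replicate 2 for beta-oxidation and -0.032 without Control replicate 1 for white adipocyte differentiation. Camera called the adipocyte list (adjusted p = 1.77e-15) and the fatty acid list (adjusted p = 0.021), the latter not without Control replicate 2, BMAd-DTA replicate 2 or BMAd-DTA replicate 7. With the correlation estimated per list neither call held (adjusted p = 0.191 and 0.283), and with fry, a rotation test, the adipocyte call held (adjusted p = 0.0409) and the fatty acid call did not (adjusted p = 0.11). The white adipocyte differentiation set was called lower by fry (adjusted p = 0.0384) but not by camera (adjusted p = 0.114). A preranked test on the paper's metric did not call that set either (adjusted p = 0.556). The Hallmark gene sets of Figure 1D are not used here.

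**Figure D1:**
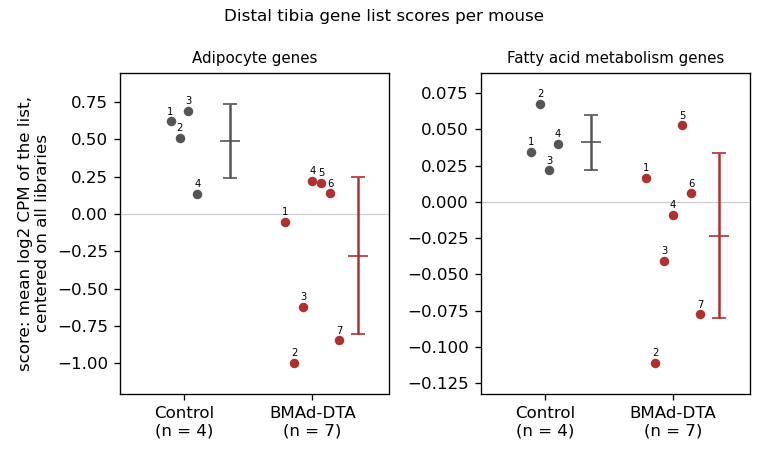
Scores per mouse for the adipocyte genes and the fatty acid metabolism genes in distal tibiae, as mean log2 CPM centered on all 11 libraries. Each point is 1 mouse with its replicate number, and the bars are mean and SD. BMAd-DTA mice spread from -0.997 to 0.22 on the adipocyte score, and controls from 0.14 to 0.69.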

Bulk RNA-Seq analysis of distal tibiae revealed that both adipogenesis and fatty acid metabolism pathways were downregulated in BMAd-DTA mice compared with controls (Figure 1D), consistent with observed reduction in BMAT content. These data were confirmed by quantitative PCR (qPCR) analysis showing that *Pparg* and *Cebpa* expression in distal tibiae are decreased in BMAd-DTA mice (Supplemental Figure 2F). We next isolated BM mesenchymal stem cells (BMSCs) and induced adipogenic differentiation. Cultures of DTA BMSCs did not have detectable lipid-containing adipocytes 21 days after induction of adipogenesis (Figure 1E). Consistent with DTA causing adipocyte cytotoxicity, adipocyte genes such as *Adipoq* and *Fabp4* were nearly undetectable in these cells (Figure 1F).

### Loss of BMAds depletes hematopoietic stem and progenitor cells (HSPCs).

 To date, studies exploring the potential role of BMAds in hematopoiesis have yielded conflicting conclusions — that BMAds impair hematopoietic regeneration or that BMAds promote hematopoiesis by secreting stem cell factors (7, 25). Our prior findings support a positive role for BMAds in hematopoieses that BMAd lipolysis is required for myelopoiesis in CR or irradiated mice (6). To determine effects of removing majority of BMAd-derived factors, we collected and analyzed whole blood from controls and BMAd-DTA mice and did not observe significant changes in circulating WBC or RBC populations. Flow cytometry analysis of hematopoietic cells isolated from long bones revealed that, although overall BM nucleated cells and T cells were decreased with loss of BMAT, most mature blood cell populations were not significantly changed (Supplemental Figure 3, A–E). In addition, HSPC populations were significantly reduced in BMAd-DTA mice, including hematopoietic stem cells (HSC), multipotent progenitors (MPP), hematopoietic progenitor cell 1 (HPC1), HPC2, premegakaryocyte/erythrocyte progenitors (PreMegE), and pre–CFU erythroid (preCFUe) precursors (Supplemental Figure 3, F–K). Furthermore, evaluation of CFU showed impaired proliferative capacity of most HSPCs isolated from tibiae of BMAd-DTA mice, including multipotential (CFU-granulocyte, erythrocyte, monocyte, megakaryocyte [GEMM]), granulocyte macrophage (CFU-GM), granulocyte (CFU-G), macrophage (CFU-M), and B lymphocyte (CFU-preB) progenitor cells, but it did not show impaired proliferative capacity of erythroid cell (CFU-E) (Supplemental Figure 3, L–Q). Interestingly, CFU-GEMM sizes were significantly smaller in BMAd-DTA mice compared with controls (Supplemental Figure 3, R and S). 

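Cell cycle genes were examined in the RNA of whole distal tibiae from the same 4 control and 7 BMAd-DTA mice. A list of S phase genes and a list of G2/M phase genes, both fixed without reference to these libraries, shifted down in BMAd-DTA mice. All 43 S phase genes had a negative log2 fold change, with a median of -0.28, and the S phase score was lower (difference in mean score -0.27 on the log2 scale, exact permutation test, two-sided, p = 0.00909, adjusted p = 0.0245). Of the 54 G2/M phase genes, 53 had a negative log2 fold change, with a median of -0.32, and the score of each of the 7 BMAd-DTA mice was below that of every control (difference in mean score -0.29 on the log2 scale, exact permutation test, two-sided, p = 0.00303, adjusted p = 0.0205). In edgeR's test no single gene of either list passed an adjusted p of 0.05 over all genes, while DESeq2 called 15 S phase and 29 G2/M phase genes. When adjusted over the list alone, 28 S phase and 45 G2/M phase genes passed, and 31 and 47 had an unadjusted p under 0.05. Mki67, which encodes the proliferation marker Ki-67 (chromosome 7, 135689784 to 135716361 of GRCm38), fell most among the G2/M genes and was at 1451 ± 200.2 CPM in BMAd-DTA mice (SD, n = 7) and 2140 ± 391 CPM in controls (SD, n = 4) (log2 fold change -0.56, standard error 0.13, adjusted p = 0.072 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdc6, a replication licensing gene (chromosome 11, 98907801 to 98923940), fell most among the S phase genes and was at 71.4 ± 9.96 CPM in BMAd-DTA mice (SD, n = 7) and 102 ± 16.7 CPM in controls (SD, n = 4) (log2 fold change -0.51, standard error 0.12, adjusted p = 0.072 from the same test). At the other end, Pimreg in the G2/M list had a log2 fold change of 0.17 and Mrpl36 in the S phase list -0.030, both within the spread between mice. Ccnd1, a cyclin gene, moved the other way (log2 fold change 0.46, adjusted p = 0.175 in edgeR's test), with 6 of 7 BMAd-DTA mice above every control (exact permutation test, two-sided, p = 0.0545).
The larger Reactome sets moved less. Cell cycle (454 genes) had a median log2 fold change of -0.14 (difference in mean score -0.14 on the log2 scale, exact permutation test, two-sided, p = 0.00909, adjusted p = 0.0245), and cell cycle checkpoints (121 genes) had -0.11 (difference in mean score -0.12 on the log2 scale, exact permutation test, two-sided, p = 0.00606, adjusted p = 0.0245). DNA replication (98 genes) had a median of -0.16, with a lower score in 6 of 7 BMAd-DTA mice than in every control (exact permutation test, two-sided, p = 0.00606). The median of the DNA replication set moved furthest, with 1 mouse left out at a time, to -0.100 without Control replicate 1. Camera called these 5 lists and sets lower, and each call held under fry (adjusted p from 0.0194 to 0.0481), while none held with the correlation estimated per list (adjusted p from 0.191 to 0.195). Whole bone RNA does not separate hematopoietic cells from other cells.

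**Figure D2:**
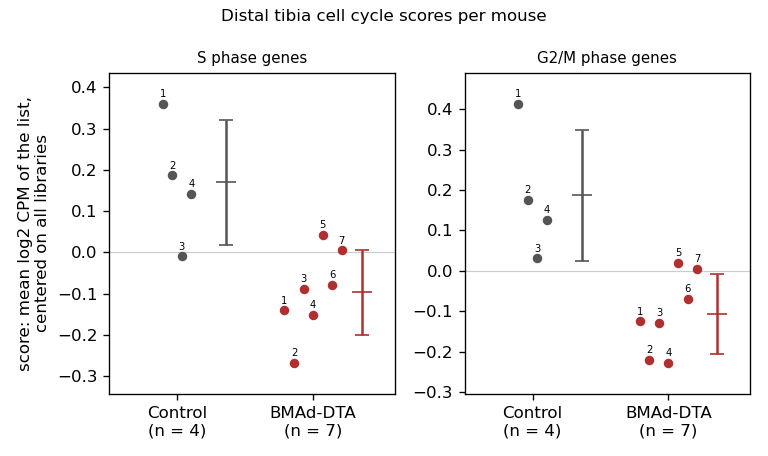
Scores per mouse for the S phase and the G2/M phase genes in distal tibiae, as mean log2 CPM centered on all 11 libraries. Each point is 1 mouse with its replicate number, and the bars are mean and SD. On the G2/M score, BMAd-DTA mice lie between -0.23 and 0.020 and controls between 0.031 and 0.41.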

In support for this observation, RNA-Seq data reveal that pathways related to cell cycle, cell division, cell cycle checkpoints, DNA, and replication were extensively suppressed in BMAd-DTA mice (Supplemental Figure 3T). To investigate the mechanisms underlying alterations in these cell populations, we performed qPCR analysis on RNA isolated from sorted HSCs and MPPs and found that *c-Myc* gene expression was suppressed in MPPs derived from BMAd-DTA mice (Supplemental Figure 3, U and V). Although MYC is one of the master regulators required for hematopoietic cell growth, future studies are required to explore these mechanisms in more detail.

### BMAT depletion is accompanied by increased cortical bone formation.

Given the significant changes observed within the BM niche following BMAT depletion, one might assume that development or homeostasis of bone turnover would also be affected. As mentioned above, BMAd-Cre recombinase was less efficient in BMAd-Cre mice younger than 12 weeks of age; therefore, we did not observe significant differences in length of body or long bones (Supplemental Figure 4, A–C), suggesting that bone growth remains largely unaffected; however, lumbar 5 (L5) and caudal vertebra 5 (CV5) were shorter in BMAd-DTA mice (Supplemental Figure 4D). Although loss of rBMAT in proximal tibiae was accompanied by increased trabecular bone (Tb.) volume fraction (BV/TV), mineral density (BMD), connective density (Conn. Dens), and number (N) (Supplemental Figure 4, E–G), elevated proximal tibial trabecular bone was only observed in some experimental cohorts. In contrast, higher distal tibial cortical parameters such as bone area fraction (Ct. bone area [BA]/total area [TA]) and cortical thickness (Ct. Th) were consistently found across all cohorts (Figure 2, A and B) without changes to total volume of marrow in distal tibiae (Supplemental Figure 4H). These site-specific skeletal effects may be due to the fact that there is less BMAT content in proximal tibiae than in distal tibiae. To further explore mechanisms underlying increased cortical bone mass, we performed dynamic histomorphometry analysis, which revealed significant increases in endosteal interlabel width (Ec. Ir. L. Wi) but no change in periosteum (Figure 2, C and D). Since Zou et al. previously showed that transgenic *Adipoq*-Cre-DTA mice developed osteosclerosis (9), we next used Raman microscopy to evaluate quality of endosteal, midcortical, and periosteal bone within distal tibiae (26) (Figure 2E). Consistent with loss of BMAT within the BM cavity, BMAd-DTA mice had a decreased lipid/mineral ratio in endosteal bone. Furthermore, the mineral/matrix ratio tended to be elevated in midcortical bone of BMAd-DTA mice, and crystallinity trended downward in endosteal and periosteal bone areas. Two-way ANOVA revealed a significant genotype effect, indicating that overall bone quality was improved in BMAd-DTA mice (Figure 2F). Of note, Raman collagen crosslinking (Xlinks) ratio was not different between genotypes.

To further characterize the molecular signature following BMAT depletion, we performed RNA-Seq analysis on whole distal tibiae of control and BMAd-DTA mice. We identified 841 genes that were significantly changed in BMAd-DTA mice; of these, 432 genes were increased. 

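Of the 16496 genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 had an adjusted p under 0.05, 12 of them higher and 1 lower in BMAd-DTA mice. Before adjustment, 2708 genes had a p under 0.05, where chance gives 825 on average. Genes move together, so the spread around that number is wide. Other splits drawn of the same mice into 4 and 7 gave 306 to 2420 genes, with a median of 715. DESeq2, the tool named in the methods, moved the count most. It was run first with its independent filter set for an adjusted p of 0.05, which gave 868 genes, and was changed to its default settings, which had been listed in advance, after that count and the paper's were known. With default settings it gave 845 genes with an adjusted p under 0.05, 433 higher and 412 lower, and these included all 13 genes of the first test. The fold changes themselves hardly depended on the tool, since their correlation across genes was 0.997 (genes are not independent replicates). Leaving out 1 mouse at a time moved the first count from 0 to 292, and it was largest without Control replicate 3, followed by 89 without Control replicate 4. Without Control replicate 1, Control replicate 2, BMAd-DTA replicate 1 or BMAd-DTA replicate 6 it was 0, while 1784, 2239, 2626 and 2528 genes had an unadjusted p under 0.05.
Each of the 13 genes separated the groups completely, with every BMAd-DTA mouse on the same side of every control. Among all genes with a mean of at least 50 counts, 3.16% separated the groups in this way, and chance gives 0.606%. The largest rise was in Alpl, which encodes tissue-nonspecific alkaline phosphatase (chromosome 4, 137741733 to 137796384 of GRCm38), at 315 ± 55.2 CPM in BMAd-DTA mice (SD, n = 7) and 141 ± 37 CPM in controls (SD, n = 4) (log2 fold change 1.16, standard error 0.17, adjusted p = 0.0326 from edgeR's test). Without Control replicate 1, Control replicate 2, BMAd-DTA replicate 1, BMAd-DTA replicate 4 or BMAd-DTA replicate 6 the adjusted p of Alpl rose above 0.05, to 0.129 at most. Zbtb7c followed with a log2 fold change of 0.99 (standard error 0.15), then Dpysl3 with 0.85 (standard error 0.10), Mmp2 with 0.83 (standard error 0.12) and Gdf10 with 0.83 (standard error 0.13). The remaining genes with a rise were Itga10, Loxl2, Copz2, Vasn, Itga11, Plagl1 and Cd63, with log2 fold changes from 0.51 to 0.81. Adjusted p values of the 12 genes with a rise lay between 0.0205 and 0.0384 in edgeR's test. The 1 gene with a fall was Retn. For reference, Hprt and Rpl32, which are used to normalize qPCR, had log2 fold changes of -0.00029 and 0.048.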

Pathway analysis of upregulated genes revealed that pathways related to ossification, extracellular matrix organization, and osteoblast differentiation were activated (Figure 2G). For example, further analyses of genes clustered in the ossification pathway showed that Wnt signaling–related genes (e.g., *Ctnnb1*, *Lrp4/5*, and *Wnt5a*), osteoblast markers (e.g., *Alpl*, *Bglap*, and *Bmp* genes), and osteoblast-secreted collagen genes (e.g., *Col1a1*, *Col1a2*, and *Col2a1*) were induced in BMAd-DTA mice (Figure 2H), consistent with enhancement of bone formation and mineralization (e.g., *Mepe* and *Phex*). 

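The Reactome set of extracellular matrix organization, fixed without reference to these libraries, had 157 genes higher and 56 lower in BMAd-DTA mice, with a median log2 fold change of 0.13 over 213 genes. Its score was higher in BMAd-DTA mice (difference in mean score 0.25 on the log2 scale, exact permutation test, two-sided, p = 0.00909, adjusted p = 0.0245), and 5 of the 7 BMAd-DTA mice lay above every control. The median of the set moved furthest, with 1 mouse left out at a time, to 0.24 without Control replicate 3. Over all genes tested, 3 members passed an adjusted p of 0.05 in edgeR's test and 37 in DESeq2, and 43 passed in edgeR's test when adjusted over the list alone. Within the 700 Reactome sets of 15 to 500 tested genes, the smallest camera p values among sets that were higher belonged to collagen biosynthesis and modifying enzymes (median log2 fold change 0.38, 54 genes, adjusted p = 1.19e-11) and collagen formation (median 0.36, 65 genes, adjusted p = 2.99e-10). Camera with a preset correlation called many sets here, 30 higher and 176 lower. The extracellular matrix set kept its call under fry (adjusted p = 0.0162) and not with the correlation estimated per set (adjusted p = 0.169).
The heat map of Figure 2H shows 71 genes of the ossification term. All 71 were higher in BMAd-DTA mice, with a median log2 fold change of 0.69, and every BMAd-DTA mouse had a higher score than every control (difference in mean score 0.75 on the log2 scale, exact permutation test, two-sided, p = 0.00303, adjusted p = 0.0205). The study chose these genes from the same libraries, so their shift is not independent evidence. All 71 passed when adjusted over the list alone, while 4 passed over all genes tested. Their log2 fold changes ran from 0.26 for Sema4d to 1.44 for Hand2, a gene at 1.82 CPM in BMAd-DTA mice.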

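All of the ossification genes that the paper's text names had a higher mean level in BMAd-DTA mice. Among these named genes, Alpl alone had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Among the Wnt-related genes, Ctnnb1, which encodes beta-catenin (chromosome 9, 120929216 to 120960507 of GRCm38), was at 427 ± 36.3 CPM in BMAd-DTA mice (SD, n = 7) and 344 ± 24.8 CPM in controls (SD, n = 4). Its log2 fold change was 0.31 (standard error 0.076, adjusted p = 0.0809), and all 7 BMAd-DTA mice were above every control. The log2 fold change was 0.31 for Lrp5 (standard error 0.072, adjusted p = 0.0726), 0.47 for Wnt5a (standard error 0.15, adjusted p = 0.131) and 0.54 for Lrp4 (standard error 0.19, adjusted p = 0.162), and for Lrp4, which is not among the genes shown in Figure 2H, 2 of 7 BMAd-DTA mice were above every control. The osteoblast marker Bglap, which encodes osteocalcin, was at 228 ± 106 CPM in BMAd-DTA mice (SD, n = 7) and 93.9 ± 51.7 CPM in controls (SD, n = 4). The groups differed in Bglap by a log2 fold change of 1.28 (standard error 0.42, adjusted p = 0.151) and in the neighboring copy Bglap2 by 1.24. These 2 genes lie on chromosome 3 from 88383501 to 88384464 and from 88377736 to 88378699. Multimapping pairs are not in the counts, so the levels of these near-identical copies are uncertain. For the Bmp genes the values were 0.97 for Bmp7 (standard error 0.18, adjusted p = 0.0675), 0.94 for Bmp1 (standard error 0.24, adjusted p = 0.0895) and 0.68 for Bmp3 (standard error 0.14, adjusted p = 0.0675). Sp7, which encodes osterix, rose by 1.12 on the log2 scale, with all 7 BMAd-DTA mice above every control.
Col1a1 and Col1a2 were the most abundant of these. Col1a1 (chromosome 11, 94936224 to 94953042) was at 12016 ± 4066 CPM in BMAd-DTA mice (SD, n = 7) and 4720 ± 2332 CPM in controls (SD, n = 4), a log2 fold change of 1.35 (standard error 0.39, adjusted p = 0.115). Control replicate 1 had 1245 CPM of Col1a1, far under the other controls, and without it the log2 fold change was 1.03. Col1a2 rose by 1.26 and Col2a1 by 1.11 on the log2 scale (adjusted p = 0.142 and 0.0675 in edgeR's test), and each of the 3 collagen genes was higher in every BMAd-DTA mouse than in every control (exact permutation test, two-sided, p = 0.00303 for each, the smallest possible). For the mineralization genes the values were 0.77 for Mepe (standard error 0.22, adjusted p = 0.116) and 0.70 for Phex (standard error 0.19, adjusted p = 0.0992). DESeq2 gave adjusted p values under 0.05 for each of the genes named here except Bglap (0.0674), with 0.0496 for Lrp4 and 3.39e-09 for Alpl as the largest and smallest. The paper proposes that the induction of these genes goes with enhanced bone formation and mineralization.

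**Figure D3:**
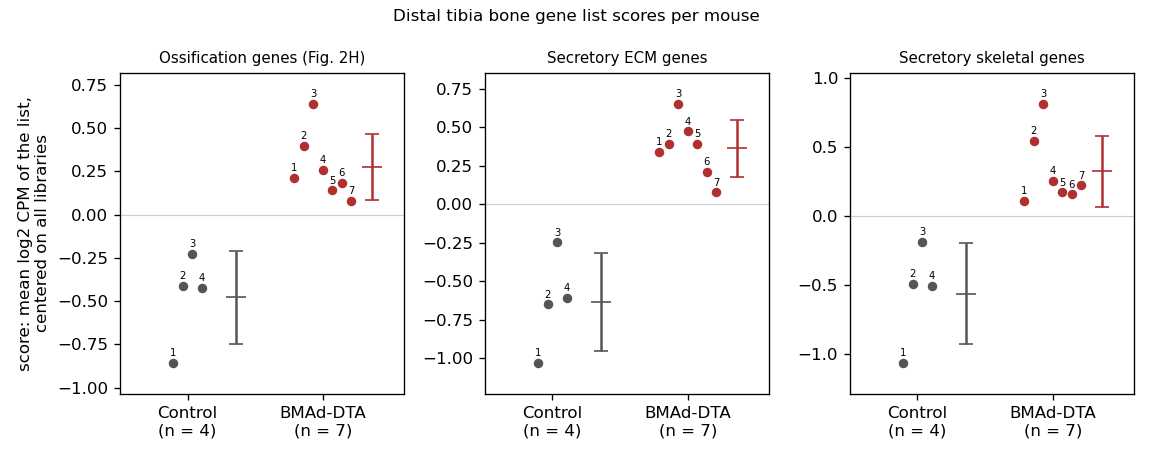
Scores per mouse for the ossification genes of Figure 2H and the 2 lists of secretory genes of Supplemental Figure 4, as mean log2 CPM centered on all 11 libraries. Each point is 1 mouse with its replicate number, and the bars are mean and SD. On the ossification score, controls lie between -0.86 and -0.23 and BMAd-DTA mice between 0.081 and 0.64.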

To gain additional insights into mechanisms by which BMAd depletion enhanced bone formation, we mapped the differentially regulated genes (*P*_adj_ < 0.05) with a secretome database, MetazSecKB (27), and found that 89 genes were classified as secretory proteins. Pathway analysis of these 89 genes highlighted the induction of extracellular matrix organization and skeletal system development pathways (Supplemental Figure 4, I–K) and included factors such as *Bgn* (28), *Dmp1* (29), *Pcsk5* (30), and *Sfrp2* (31). 

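The secretome database is not used here, so the data cover the genes that Supplemental Figure 4 shows. The 20 secretory extracellular matrix genes were all higher in BMAd-DTA mice, with a median log2 fold change of 0.77, and so were the 15 secretory skeletal system genes, with a median of 0.83. Both scores were higher in every BMAd-DTA mouse than in every control (exact permutation test, two-sided, p = 0.00303 for each). The study picked these genes on the same libraries, so this is not independent evidence. In edgeR's quasi-likelihood test over all genes, 2 of the extracellular matrix genes and 3 of the skeletal system genes passed an adjusted p of 0.05, and all of both lists passed when adjusted over the list alone. Bgn, which encodes biglycan, lies on chromosome X from 73483602 to 73495933 of GRCm38 and was at 1449 ± 61.7 CPM in BMAd-DTA mice (SD, n = 7) and 1023 ± 133 CPM in controls (SD, n = 4). Its log2 fold change of 0.50 (standard error 0.086) was the smallest of the skeletal system list, and its adjusted p was 0.0531. Pcsk5 (chromosome 19, 17432319 to 17837632) was at 17.1 ± 2.01 CPM in BMAd-DTA mice (SD, n = 7) and 10.9 ± 1.51 CPM in controls (SD, n = 4) (log2 fold change 0.64, standard error 0.12, adjusted p = 0.0675), and both Bgn and Pcsk5 were higher in every BMAd-DTA mouse than in every control. Dmp1 (chromosome 5, 104202613 to 104214102) overlapped more, with 3 of 7 BMAd-DTA mice above every control (log2 fold change 0.57, standard error 0.18, adjusted p = 0.144). Sfrp2 (chromosome 3, 83766321 to 83774316), at 25.9 ± 12.8 CPM in BMAd-DTA mice (SD, n = 7) and 10.1 ± 4.38 CPM in controls (SD, n = 4), had the largest log2 fold change of the skeletal system list (1.36, standard error 0.40, adjusted p = 0.12), but its spread among BMAd-DTA mice was wide, from 12.2 to 44.4 CPM. Within the extracellular matrix list, the log2 fold changes ran from 0.37 for Col16a1 to 4.10 for Mmp12. Mmp12 varied widely, at 24.2 ± 27.8 CPM in BMAd-DTA mice (SD, n = 7) and 1.43 ± 1.74 CPM in controls (SD, n = 4) (adjusted p = 0.0841 from edgeR's test).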

Since bulk RNA-Seq was perform on whole distal tibiae, we were not able to distinguish specific cellular sources for the secretory factors.

### Trabecular bone formation is enhanced in caudal vertebrae of BMAd-DTA mice.

In addition to the distal tibiae, cBMAT is also enriched within caudal vertebrae (2). Interestingly, BMAd-specific DTA expression did not greatly reduce the amount of cBMAT observed within caudal vertebrae (Figure 3A). However, even with relatively minor changes in caudal cBMAT of BMAd-DTA mice, we observed increased trabecular number and larger populations of hematopoietic cells interspersed between caudal vertebral cBMAds (Figure 3B). Consistent with the notion of losing cBMAT in caudal vertebrae, expression of both *Pparg* and *Cebpa* were decreased in BMAd-DTA mice (Figure 3C), perhaps due to reduced number of cBMAd, as well as suppressed transcription factor expression per BMAd. We next performed μCT analysis, which revealed elevated Tb. BV/TV, Tb. BMD, Tb. N, and thickness (Tb. Th), and decreased trabecular separation (Tb. Sp) (Figure 3, D and E), consistent with visual observation of increased trabecular bone. Histomorphometry analysis showed an increased number of osteoblasts located on the trabecular bone surface in BMAd-DTA mice (Figure 3, F and G), whereas osteoclast number and eroded surface were not affected (Figure 3, H and I), indicating that elevated bone mass was largely due to enhanced bone formation rather than inhibited bone resorption. This conclusion is supported by expression of bone formation markers *Alpl*, *Sp7*, and *Bglap,* which were upregulated in BMAd-DTA mice compared with controls (Figure 3J).

### Loss of cBMAT protects mice from CR-induced cortical bone loss.

To determine whether enhanced bone formation observed in BMAd-DTA mice counteracts CR-induced bone loss, we challenged cohorts of mice with 30% CR for 12 weeks. As expected, following reduction of caloric supply, we observed significant reductions in body weight, glucose intolerance, and soft tissue weights, independent of genotype (Supplemental Figure 5, A–D). Additionally, s.c. and epididymal white adipocytes were much smaller in both CR-treated control and BMAd-DTA mice (Supplemental Figure 5, E and F). Consistent with previous reports (21, 32), BMAT volume was dramatically expanded in both proximal tibial rBMAT and distal tibial cBMAT of control mice following CR. Strikingly, these effects were largely blocked by DTA expression in BMAds (Figure 4, A–D).

It is important to note that, since CR treatment was initiated in adult mice, long bone length was not affected in either genotype (Supplemental Figure 5G). Although rBMAT was dramatically enhanced by CR in control mice, CR-induced trabecular bone loss has mainly been noted at younger ages (3, 33); thus, we were not surprised to find little difference in trabecular bone variables in our cohorts (Supplemental Figure 5H). Interestingly, 12 weeks of CR in adult mice was sufficient to cause distal tibial cortical bone loss in controls, which was accompanied by a significant expansion of cBMAT toward the tibia-fibula junction. DTA expression in BMAds depleted cBMAT under standard and CR treatments and protected BMAd-DTA mice from cortical bone reduction with CR (Figure 5, A and B), without significant effects on total bone volume in distal tibiae (Supplemental Figure 5I). Dynamic histomorphometry analysis revealed that, following CR, BMAd-DTA mice had significantly increased Ir. L. Wi, double-labeled perimeter (dL. Pm), and mineralizing proportion (M. Pm/Ec. Pm), and a tending increase of mineralizing perimeter (M. Pm) at the endosteal (Ec.) bone surface (Figure 5, C and D), without affecting total endocortical perimeter (Ec. Pm) and single-labelled perimeter (sL. Pm) (Supplemental Figure 5J). In contrast, periosteal bone surfaces were minimally labeled in most CR mice, regardless of genotype (Figure 5C). In addition to enhanced endocortical bone formation, circulating bone resorption marker CTX-1 was significantly less in CR BMAd-DTA mice compared with ad libitum BMAd-DTA mice (Supplemental Figure 5K), which may partially contribute to the resistance of CR-induced cortical bone loss. CR did not affect trabecular bone parameters in caudal vertebrae from control mice; moreover, the increase of caudal vertebral bone in BMAd-DTA mice persisted, regardless of diet (Figure 5, E and F).

### cBMAT depletion protects female mice from OVX-induced cortical bone loss.

To further evaluate effects of BMAT loss on bone homeostasis, female BMAd-DTA mice underwent sham or OVX surgery. Surprisingly, uterine weights were higher in BMAd-DTA mice, but OVX uniformly decreased uterine weights, as expected (Supplemental Figure 6A). We observed an effect of OVX on body weight by 3-way ANOVA, due to a small and transient increase in body weight at postoperative weeks 2 and 3 (Supplemental Figure 6B). OVX BMAd-DTA mice ultimately developed slightly impaired glucose tolerance, despite similar soft tissue weights, including sWAT, eWAT, liver, and spleen (Supplemental Figure 6, C and D). Consistent with previous studies (34, 35), OVX increased both rBMAT and cBMAT, whereas BMAd-specific DTA expression depleted BMAT at baseline and blocked OVX-induced expansion (Figure 6A). OVX stimulated a slight loss of proximal tibial trabecular bone in control and caused a significant reduction in BMAd-DTA mice (Supplemental Figure 6E). In contrast, whereas OVX induced loss of cortical bone area (Ct. BA/TA) and Ct. BMD in the middiaphysis of control mice, depletion of cBMAd increased cortical bone at baseline and protected mice from cortical bone loss with OVX (Figure 6, B and C). OVX also increased total cortical bone volume in control mice but not in BMAd-DTA mice (Supplemental Figure 6F). Although there was a trend for the circulating osteoblast marker osteocalcin to be increased by OVX and/or BMAT depletion, there were no changes in the bone resorption marker CTX-1 (Supplemental Figure 6G). Dynamic histomorphometry analyses of cortical bone revealed an increase in Ir. L. Wi in the endosteum of BMAd-DTA sham mice (Supplemental Figure 6, H and I); however, further studies will be required to explain the protective effects of BMAd-DTA mice in response to OVX. Trabecular bone of caudal vertebrae was not significantly altered by OVX in either genotype; however, BMAd-DTA mice had higher bone volume fraction (Tb. BV/TV), BMD (Tb. BMD), trabecular number (Tb. N), and tighter separation between trabeculae (Tb. Sp) when compared with controls (Figure 6, D and E). These data suggest that rBMAT and cBMAT may have opposing effects on bone homeostasis under conditions of estrogen deficiency.

### BMAT deficiency promotes bone healing.

To investigate potential effects of BMAd depletion on bone repair, we induced distal tibial fractures as previously published (36) (Figure 7A). We collected tibiae at postfracture days 10 and 20 and used μCT scanning to visualize and evaluate callus formation (Figure 7, B and C). Interestingly, at day 10, the bone formation marker total procollagen type 1 N-terminal propeptide (P1NP) was increased in circulation of BMAd-DTA relative to control mice; however, P1NP concentrations were comparable between genotypes by day 20. Of note, the bone resorption marker CTX-1 remained unchanged between genotypes (Figure 7D), suggesting that BMAT depletion promotes bone formation during early stages of the fracture repair process. It was challenging to evaluate callus mineralization and bone volume fraction at postfracture day 10, given that calluses were largely composed of fibrocartilage at this time point (Figure 7, E–G). However, by postfracture day 20, fractures have mostly gone through endochondral ossification, and there is very little cartilage present. We observed a significantly smaller callus size in female BMAd-DTA mice (Figure 7, H and I). Of note, these calluses tended to have higher BMD and more dense mineralization within the bony portion (tissue mineral density [TMD]) (Figure 7J), suggesting that female BMAd-DTA mice more rapidly form higher-quality mineralized bone than control mice. In male mice, overall callus size was similar between genotypes, but BMAd-DTA mice developed higher-quality calluses with increased bone volume fraction (BV/TV) and BMD (Figure 7, K–M).

### BMAd-specific Pparg deficiency recapitulates bone phenotypes observed in BMAd-DTA mice.

Since DTA-induced cell death may conceivably cause tissue damage by activating inflammation or other secondary responses, we also generated a mouse model of BMAd-specific *Pparg* KO to impair adipogenesis or stimulate death of BMAd (37, 38). BMAd-*Pparg*^–/–^ female mice did not exhibit differences in body weight, random glucose concentration, or soft tissue weights (Supplemental Figure 7, A and B), whereas rBMAT and cBMAT were significantly decreased (Figure 8, A–C), confirming specificity and effectiveness of *Pparg* KO. BMAT loss did not affect bone growth, as evidenced by similar body and tibial lengths between BMAd-*Pparg*^–/–^ mice and control littermates (BMAd-*Pparg*^+/+^) (Supplemental Figure 7C). However, cBMAT-enriched distal tibiae had higher cortical bone area (BA/TA) and thickness (Th.) (Figure 8, D and E) without significant changes in total bone or marrow volume (Supplemental Figure 7D). Although the circulating bone formation marker P1NP was increased, and proximal tibial rBMAT was largely depleted, trabecular bone parameters were not influenced (Supplemental Figure 7, E and F). Similar to observations in BMAd-DTA mice (Figure 3, A and B), cBMAT was mildly decreased in caudal vertebrae of BMAd-*Pparg*^–/–^ mice (Figure 8F), and trabecular bone volume fraction (BV/TV) and BMD of caudal vertebrae were significantly higher (Figure 8, G and H). Similar results were observed in male BMAd-*Pparg*^–/–^ mice. No differences were observed for body weight, random glucose, and soft tissue weights, but an increase in trabecular bone parameters of caudal vertebrae was observed in male BMAd-*Pparg*^–/–^ mice (Supplemental Figure 8, A–F). We next used long bones of BMAd-*Pparg* male mice to further investigate mechanisms. Gene expression analysis of distal tibiae revealed upregulation of bone formation markers, such as *Sp7* and *Bglap* (Figure 8I). Dynamic histomorphometry of distal tibiae of BMAd-*Pparg*^–/–^ mice demonstrated increased double-labeled perimeter (Ec. dL. Pm), total mineral perimeter (Ec. M. Pm) and mineralizing surface per endosteal surface (Ec. M. Pm / Ec. Pm), whereas endosteal total perimeter (Ec. Pm), Ir. L. Wi, and single-labelled perimeter (Ec. sL. Pm) were not significantly changed (Figure 8, J and K, and Supplemental Figure 8G). Furthermore, these parameters were not altered on the periosteal surface (Figure 8L and Supplemental Figure 8H), providing further support for the conclusion that cBMAT depletion specifically increases endosteal bone formation.

## Discussion

In the current study, using unique mouse models, we observed functional differences in marrow adipocytes between constitutive and regulated BMAT. Previous studies have profiled the differences in size, fatty acid composition (2, 39), and lipolysis (40) between rBMAT and cBMAT; however, functional differences between these subpopulations were not well delineated. Here, we observed that rBMAT depletion in both BMAd-DTA and BMAd-*Pparg*^–/–^ mice did not consistently impact trabecular bone parameters in the proximal tibiae. On the other hand, mild and moderate reduction of cBMAT in caudal vertebrae and distal tibiae were accompanied by significant induction of trabecular and cortical bone mass, respectively. These data confirm site-specific differences in functional interactions between BMAds and osteoblasts. One possibility for this observation may be that locations enriched for cBMAT have more bone-BMAd–interacting surfaces and, thus, depletion of cBMAds has more profound effects on bone metabolism. It is also possible that cBMAds secrete distinct factors (e.g., metabolites, adipokines, extracellular vesicle cargoes) that influence local osteoblasts and bone cells through paracrine mechanisms.

One question raised in this study is why a subset of cBMAds remains within distal tibiae and caudal vertebrae in both BMAd-DTA and BMAd-*Pparg*^–/–^ models. One possibility is that the BMAd-Cre recombinase efficiency is not 100% (6). Indeed, we reported previously that BMAd-Cre efficiency was ~80% in mice at 16 weeks of age with 1 allele and increased further with age. With 2 Cre alleles, efficiency of recombination was over 90% at 12 weeks of age in mice; these observations suggest that expression of Cre might need to reach a threshold level to efficiently excise LoxP-flanked genes. Although loss of BMAds is likely to stimulate de novo adipogenesis of new adipocytes, these BMAds may not be immediately killed due to inefficiency of Cre. Another possibility is that loss of BMAds stimulates compensatory differentiation of surrounding adiponectin-negative mesenchymal stem cells into new adipocytes (41). In the *Adipoq*-driven DTA mouse model, Zhang et al. found that ectopic BMAds remained within long bones, which develop from adiponectin-negative stromal cells. Compared with adiponectin-positive BMAds, these ectopic BMAds had much lower expression of cytokines, including C-X-C motif chemokine 12 (Cxcl12), adipsin, and resistin, which may partially contribute to the impaired HSPC maintenance (42) and enhanced bone formation (43, 44) in BMAd-DTA mice.

Whereas transgenic *Adipoq*-driven expression of DTA caused severe osteosclerosis (9), we found that BMAd-specific DTA expression and *Pparg* KO had milder and healthier effects on bone formation. Indeed, Raman microscopy revealed that BMAd-DTA mice have decreased crystallinity, which is an important bone quality factor, with elevated crystallinity increasing susceptibility for osteoporotic fractures in elderly individuals (45). Moreover, increased bone mass in BMAd-DTA mice is largely due to elevated osteoblast number and enhanced bone formation. Zou et al. found that both bone formation and resorption markers were highly upregulated in *Adipoq-*DTA mice (9), indicating active bone turnover. However, since the *Adipoq*-Cre transgene targets a majority of PDGFRβ^+^/VCAM-1^+^ stromal cells, almost all Cxcl12-abundant reticular (CAR) cells (46) or MALPs (23), DTA expression driven by *Adipoq*-Cre may cause widespread damage within the BM. Interestingly, following BM injury, Cxcl12^+^ BMSCs undergo transcriptional changes that promote osteoblast-like states, associated with increased colony-forming activities and osteogenesis (47). KO with *Adipoq*-Cre of RANK ligand in MALPs and ostensibly adipocytes throughout the body including BMAds increase bone mass by suppressing turnover (48, 49). We consider an effect mediated by loss of RANK ligand and MALPs in BMAd-DTA mice unlikely, since elevated bone mass is due to increased bone formation rather than reduced bone turnover. As noted above, recombination in BMAd-specific Cre mice is restricted to BMAds and a small subset of stromal/dendritic MALPs. Our studies demonstrate that loss of BMAT is associated with increased bone formation, but the mechanisms mediating this observation remain unclear. One distinct possibility is that BMAT-derived adipokines or cytokines, such as resistin, adipsin, and IL-6, may inhibit bone formation under normal conditions. For example, global *Adipsin* KO improves bone mass following CR, thiazolidinedione treatment, and aging (43). Whole-body *IL6* deletion protects mice from trabecular bone loss and bone formation reduction caused by high-fat diet (50). In support of this notion, conditioned media from cultured adipocytes has been shown to inhibit commitment of BMSCs into the osteoblastic cell lineage in a dose-dependent manner (51). Thus, loss of BMAT and its secretome may contribute to increased osteoblast numbers and enhanced bone formation observed in BMAd-DTA and BMAd-*Pparg*^–/–^ mice.

BMAds are in close contact with hematopoietic cells (52), suggesting a significant role of these adipocytes in BM hematopoietic functions. However, BMAds have been reported to either impair (7, 8) or support (25, 53) hematopoiesis, and these contradictory outcomes may partially be due to the different mouse models that had been applied in those studies and the technical limitation of lacking cell-specific mouse model. In prior work in which BMAd lipolysis is impaired (6), BMAd-*Pnpla2*–KO mice revealed negligible hematopoietic abnormalities under basal conditions. However, with CR, proliferative capacity and postirradiation recovery of myeloid lineages was further impaired in mice lacking BMAd-*Pnpla2*. Thus, BMAds are an important energy source for myeloid lineages under these conditions. Herein, we have depleted BMAds not only as a source of energy, but also as a source of paracrine adipokines, cytokines, and other factors. We observed that BMAd depletion decreases the HSPC pool size in BM and CFU-GEMM formation and proliferation in culture. Finally, we only observed mild changes in mature hematopoietic cells in either BM or peripheral whole blood at baseline in BMAd-DTA mice; however, future studies with irradiation, aging, or transplantation may reveal additional relationships between BMAds and hematopoiesis.

In summary, we have generated 2 potentially new mouse models to investigate the functional role of BMAds within the BM niche and demonstrated that depletion of BMAT increases local bone formation and protects mice from CR- and OVX-induced bone loss. Further studies are required in order to understand the mechanisms underlying this protective role and to identify possible secretory factors that may mediate effects of BMAds on osteoblasts and other bone cells.

## Methods

### Animal

*Osterix*-FLPo, FAC, and BMAd-Cre mice were generated in a C57BL/6J and SJL mixed background by University of Michigan Transgenic Animal Model Core and MDRC Molecular Genetics Core. Mouse generation and BMAd-Cre recombinase cell specificity and efficiency were validated in our recent publication (6). mT/mG reporter (stock no. 007676), ROSA-DTA (stock no. 009669), and *Pparg^fl/fl^* mice (stock no. 004584) were purchased from The Jackson Laboratory. Since BMAd-Cre mice were shown to have hypoadiponectinemia (35), all mice used in the studies included within this manuscript were positive for both *Osterix-*FLPo and FAC. Recombination events leading to DTA expression or *Pparg* KO was determined and confirmed by genotyping across floxed alleles. Mouse genotypes were determined by PCR analysis to assess the presence or absence of floxed alleles.

#### Animal procedures.

Mice were singly housed for 2 weeks for acclimation. Mice were then maintained on a control diet (D17110202; Research Diets) for 1 week prior to beginning CR, and daily food intake was measured during this time. Mice were then fed a 30% CR diet (D19051601; Research Diets) daily at ~6:00 p.m., immediately prior to onset of the dark cycle.

Female mice at 20 weeks of age underwent OVX surgery. Mice were euthanized 6 weeks after completion of the procedure.

Distal tibial fractures were stabilized by intramedullary pins and induced by the Zondervan apparatus as previously described (36). Surgeries were performed under isoflurane anesthesia, and s.c. 0.1 mg/kg buprenorphine was given in 12-hour intervals for peri- and postoperative pain management.

### Histology and histomorphometry

Tissue histology was performed as described previously (54). Briefly, WAT depots were fixed in 10% formalin for 24 hours and subsequently embedded in paraffin for sectioning. After staining with H&E, tissues were imaged with an Olympus BX51 microscope. Tibiae were fixed in formalin for 24 hours, decalcified in EDTA for 2–3 weeks, and then fixed in 4% paraformaldehyde overnight. Bones were then embedded in paraffin and sectioned. Bones were stained with H&E or tartrate-resistant acid phosphatase (TRAP) as indicated, and slides were scanned at 200× magnification. Static measurements, include trabecular bone surface (BS), osteoblast number (N. Ob), and osteoclast number (N. Oc) and eroded surface (Oc. S), were evaluated on H&E or TRAP staining images. Undecalcified tibiae and femurs were used for plastic embedding and cross-sectioning to visualize endosteal and periosteal regions of cortical bones. Cortical bone area and endosteal and periosteal perimeters were evaluated with Goldner’s Trichrome Staining. For dynamic studies, calcein (C0857; Sigma-Aldrich) dissolved in 0.02 g/mL sodium bicarbonate with 0.9% saline at 20 mg/kg was injected i.p. at 9 and 2 days prior to sacrifice for quantification of mineralizing surface and Ir. L. Wi of cortical bone. Calculations were performed using Bioquant Osteo 2014 software in a blinded manner (55, 56).

### μCT analysis

Tibiae were placed in a 19 mm diameter specimen holder and the entire bone length was scanned using a μCT system (CT100 Scanco Medical). Scan settings were as follows: voxel size 12 μm, 70 kVp, 114 μA, 0.5 mm AL filter, and integration time 500 ms. Density measurements were calibrated to the manufacturer’s hydroxyapatite phantom. Analysis was performed using the manufacturer’s evaluation software with a threshold of 180 for trabecular bone and 280 for cortical bone. Trabecular bone analysis was performed on 0.6 mm of tibia and initiated 60 μm distal from growth plate. Distal tibial cortical bone analysis was performed between tibia/fibula junction and distal end.

### Marrow adiposity quantification by osmium tetroxide staining and μCT

Mouse tibiae were decalcified for 2–3 weeks before osmium tetroxide staining, as previously described (2, 57). A threshold of 300 greyscale units was used for proximal tibial rBMAT quantification, given the smaller adipocyte size and, thus, lower density of osmium staining. A threshold of 400 greyscale units was used for distal tibial cBMAT. Representative 3D images were exported from the CT100 Scanco Medical platform.

### Raman microscopy and data analysis

Bone composition analyses of fresh distal tibial specimens were performed using a Raman microscope equipped with a near-infrared laser 785 nm diode laser (Innovative Photonics Solutions) and a 25 μm slit to give a spectral resolution of ~4 cm^–1^, as previously described (58). The excitation laser was spot-focused through a 10×/0.50 NA objective (S Fluor; Nikon Instruments Inc.) to give ~40 mW of laser power at the specimen surface. The spatial resolution of the Raman microscope was determined to be ~2.8 μm as defined by the length of 2 pixels of Raman images obtained from a negative USAF 1951 test target (Edmond Scientific, Group-7; Element-6) (59, 60). Distal ends of tibial specimens were embedded upright in polymethylmethacrylate (Koldmount Cold Mounting Kit, Mager Scientific) (61), followed by light polishing of the proximal ends on silicon carbide paper (Grit 4000, Buehler) and rinsing with deionized water. Cortical surface of proximal ends were brought into focus under the Raman microscope stage, and a series of spectra were acquired from endosteal, midcortical, and periosteal surfaces at the lateral, medial, anterior, and posterior quadrants (58). Periosteal and endosteal measurement sites were defined as ~5 μm from inner and outer perimeters of cortical sections. This approach ensured that spectra were acquired with minimal interference from residual nonosseous tissue at the periosteum, blood, and lipid residues at the endosteal bone/medullary interface (58). A total of 12 cortical spectra were acquired from each specimen using a spectral accumulation time of 6 minutes.

Spectra were processed in MATLAB (The MathWorks Inc.) and imported into GRAMS/AITM Software (Thermo Fisher Scientific) for baseline correction, normalization, and curve-fit analysis (58). Select band area ratios were calculated for the following compositional traits: mineral/matrix ratio (~961/1,659 cm^–1^); XLinks ratio (~1,659/1690 cm^–1^), and lipid/mineral ratio (~1,299/961 cm^–1^) (58, 62). Mineral/matrix ratio is related to the amount of mineral within a given volume of bone matrix analyzed and is positively correlated with TMD (61). The XLinks ratio reflects the relative ratio of the mature trivalent (pyridinoline) crosslink to the immature divalent (dehydrodihydroxylysinonorleucine) crosslink. The lipid/mineral ratio is a variant of the lipid/matrix ratio, which has been shown to increase positively with age in human male radii (62). Mineral crystallinity is the inverse of the full-width at half maximum (1/FWHM) of the Gaussian-fitted _v1_PO4 band at ~961 cm^–1^ and is a measure of bone mineral crystallite size and/or lattice perfection (63, 64). Results were averaged for endosteal, midcortical, and periosteal bone surfaces.

### RNA extraction and qPCR

Distal tibiae or caudal vertebrae were powdered in liquid nitrogen and lysed in RNA Stat-60 reagent in a precooled dounce homogenizer to extract total RNA. qPCR was performed using an Applied Biosystems QuantStudio 3 qPCR machine. Gene expression was calculated based on a cDNA standard curve within each plate and normalized to expression of the geometric mean of housekeeping genes *Hprt* and *Rpl32a*.

### Bulk RNA-Seq

Total RNA was isolated from distal tibiae for strand-specific mRNA sequencing (Beijing Genomics Institute). Over 20 million reads were obtained using a paired-end 100 bp module on DNBSEQ platform. Quality of raw reads were checked using FastQC (v.0.11.9), and filtered reads were aligned to a reference genome (UCSC mm10) using STAR with default parameters. All samples passed the postalignment quality check (QualiMap, v.2.2.1). The DEseq2 method was used for differential gene expression analysis with genotype (DTA control versus) as the main effect. Pathway analysis was conducted on ranked lists by the metric −log_10_ FDR × log_2_ fold change. The resulting list was run through preranked gene set enrichment analysis (GSEA) using the Molecular Signatures Database v7.1 (H, hallmark gene sets), as previously described (65). Gene ontology analysis was performed using MetaScape. Heatmaps were generated using the R pheatmap package, and the complete-linkage clustering method was used to hierarchically cluster genes. These data are available through NCBI GEO with accession no. GSE199973.

### Flow cytometry

Tibiae were isolated from mice, and BM was harvested by flushing with 1 mL ice-cold PEB (1× PBS with 2 mM EDTA and 0.5% BSA). RBCs were lysed once using 1 mL RBC Lysis Buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA). Cells were immediately pelleted by centrifugation at 300 x g for 5 minutes at room temperature and resuspended in 1 mL ice-cold PEB. Staining and flow cytometry gating strategies were performed as previously described (6).

### CFU assay

BM cells from control and BMAd-DTA mice were isolated from tibia. Bones were flushed with IMDM (Thermo Fisher Scientific, 12440) containing penicillin-streptomycin antibiotic (Thermo Fisher Scientific, 15270-063), and BM cells dispersed using trituration. Cells were pelleted and counted with a hemocytometer. After 1 × 10^4^ cells were plated in MethoCult medium (Stemcell Technologies, M3434) in 35 mm culture dishes, cells were incubated at 37°C in 5% CO_2_ with ≥ 95% humidity for 7 days. CFU-GEMM, CFU-GM, CFU-G, CFU-M, CFU-E, CFU-preB, and colonies on each plate were counted using a microscope with a 4× objective lens.

### Bone callus analysis

Whole tibiae were collected for μCT scanning 10 or 20 days after distal tibial fracture surgery. After 3D reconstruction, newly formed calluses were quantified using Dragonfly software, as described (66). Briefly, using 3D and 2D images, callus and cortical bone sections were identified manually, and then spline interpolation was performed between slices no more than 10 slices apart (0.105 mm). Points were reviewed and reinterpolation was performed as necessary. The Otsu method (https://ieeexplore.ieee.org/document/4310076; doi:10.1109/TSMC.1979.4310076) as implemented in Dragonfly (version 2021.1) was used to threshold the image into bone and background. Cortical bone sections were removed, and an adjusted Otsu threshold was applied to calculate bone volume, TMD, callus volume, and BMD throughout the whole cohort.

### BMSC isolation and differentiation

Femurs and tibiae were collected from BMAd-DTA mice and control littermates, and BMSCs were isolated as previously described (67). After 48 hours, adherent BMSCs were further proliferated until 2 days after confluence. Cells then underwent induction of adipogenesis as previously published (65).

### Statistics

Significant differences between 2 groups were assessed using a 2-tailed *t* test, and *P* values were adjusted for multiple comparisons using 2-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method. Two-way ANOVA with Šídák’s multiple-comparison test was performed for data presented in Figure 4, Figure 5, and Figure 6, as well as in related Supplemental Figures 5 and 6. Three-way ANOVA with Šídák’s multiple-comparison test was performed for data presented in Supplemental Figure 6, B and C. Image J software (NIH) was used to analyze the callus sizes and cartilage area percentage in Figure 7. All analyses were conducted using GraphPad Prism version 9. All data are presented as mean ± SD. For statistical comparisons, *P* < 0.05 was considered to be significant.

### Study approval

Mice were housed in a 12-hour light/dark cycle in the Unit for Laboratory Animal Medicine at the University of Michigan, with free access to water. Mice were fed ad libitum or underwent CR, as indicated. All procedures were approved by the University of Michigan Committee on the Use and Care of Animals.

## Author contributions

ZL, KS, KDH, CJR, and OAM conceived the studies and planned the experimental design. ZL, DPB, JZ, EB, JH, HM, KG, JS, GM, and SA performed the experiments. ZL, HY, and OAM analyzed the data. ZL, DPB, and OAM wrote the manuscript, while all other authors edited and approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
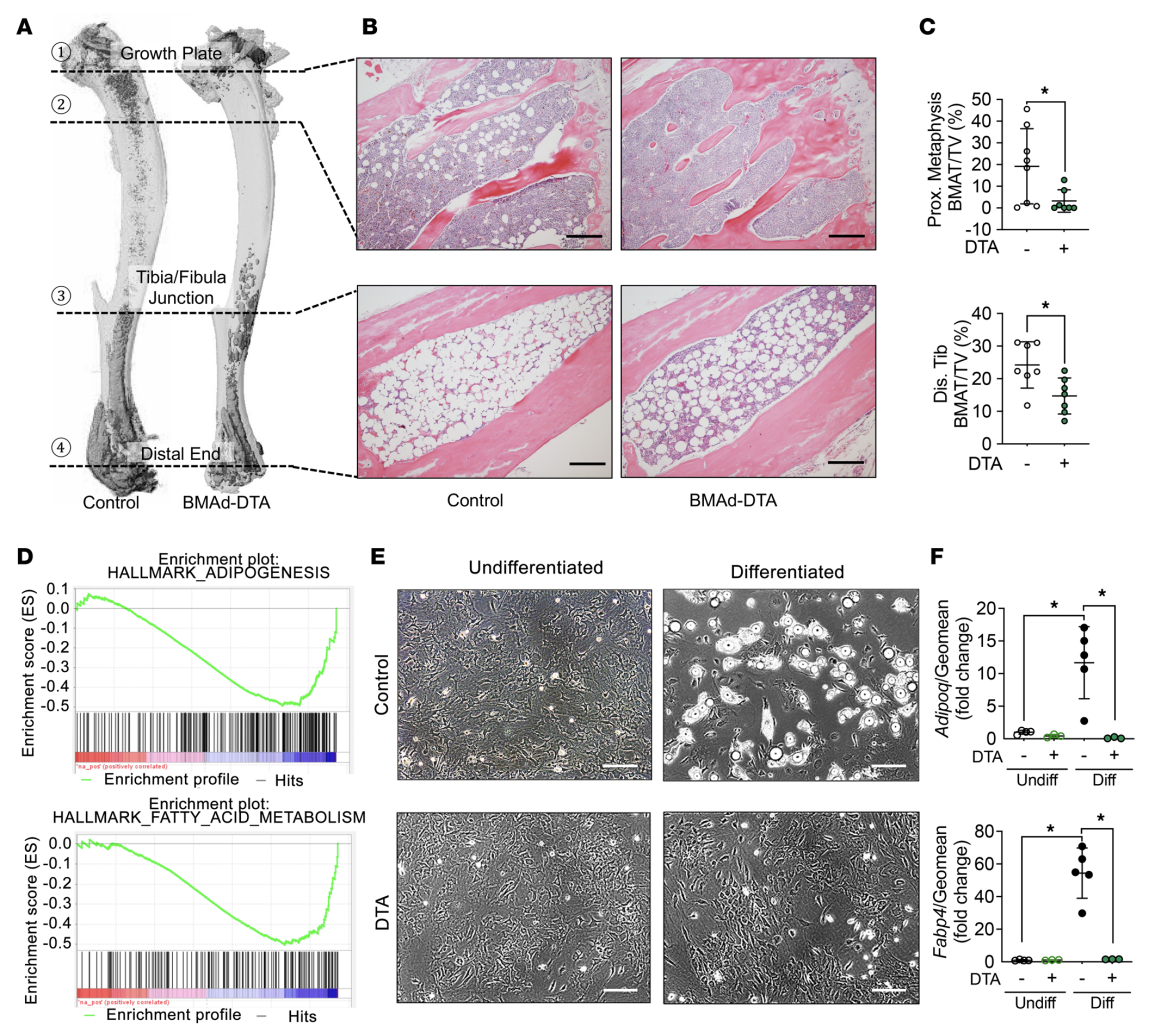
DTA expression depletes BMAds. Control (–) and BMAd-DTA (+) male mice at 20–24 weeks of age were sacrificed to validate the depletion of BMAds by DTA expression (*n* = 7 per group). Experiments were repeated more than 3 times. (**A**) Tibiae were decalcified with 14% EDTA for 3 weeks and stained with 1% osmium tetroxide for 48 hours. μCT scanning was performed, and 3D reconstituted images of tibiae are shown. (**B**) Decalcified bones were processed for paraffin embedding and sectioning. Paraffin slides were stained with H&E. Images were taken under 100× magnification. Scale bars: 200 μm. (**C**) Lipid staining within the BM was quantified by μCT scanning following osmium tetroxide staining. Proximal metaphysis is the region indicated by 1 to 2, and distal tibia is the region between 3 and 4, shown in **A**. Data are presented as mean ± SD. *P < 0.05 with a 2-tailed *t* test. (**D**) Fresh distal tibiae were collected and hammered into powder for bulk RNA purification. RNA-Seq and GSEA were performed. (**E** and **F**) BM mesenchymal stem cells were isolated from control and BMAd-DTA male mice at 16 weeks of age and were differentiated into adipocytes. Scale bar: 200 μm. After 3 weeks of differentiation, cells were collected for RNA purification, followed by qPCR. Fold changes of gene expression were normalized to the geomean of *Hprt* and *Rpl32a*. Data are presented as mean ± SD. *P < 0.05 with 2-way ANOVA with Šídák’s multiple-comparison test.

**Figure 2:**
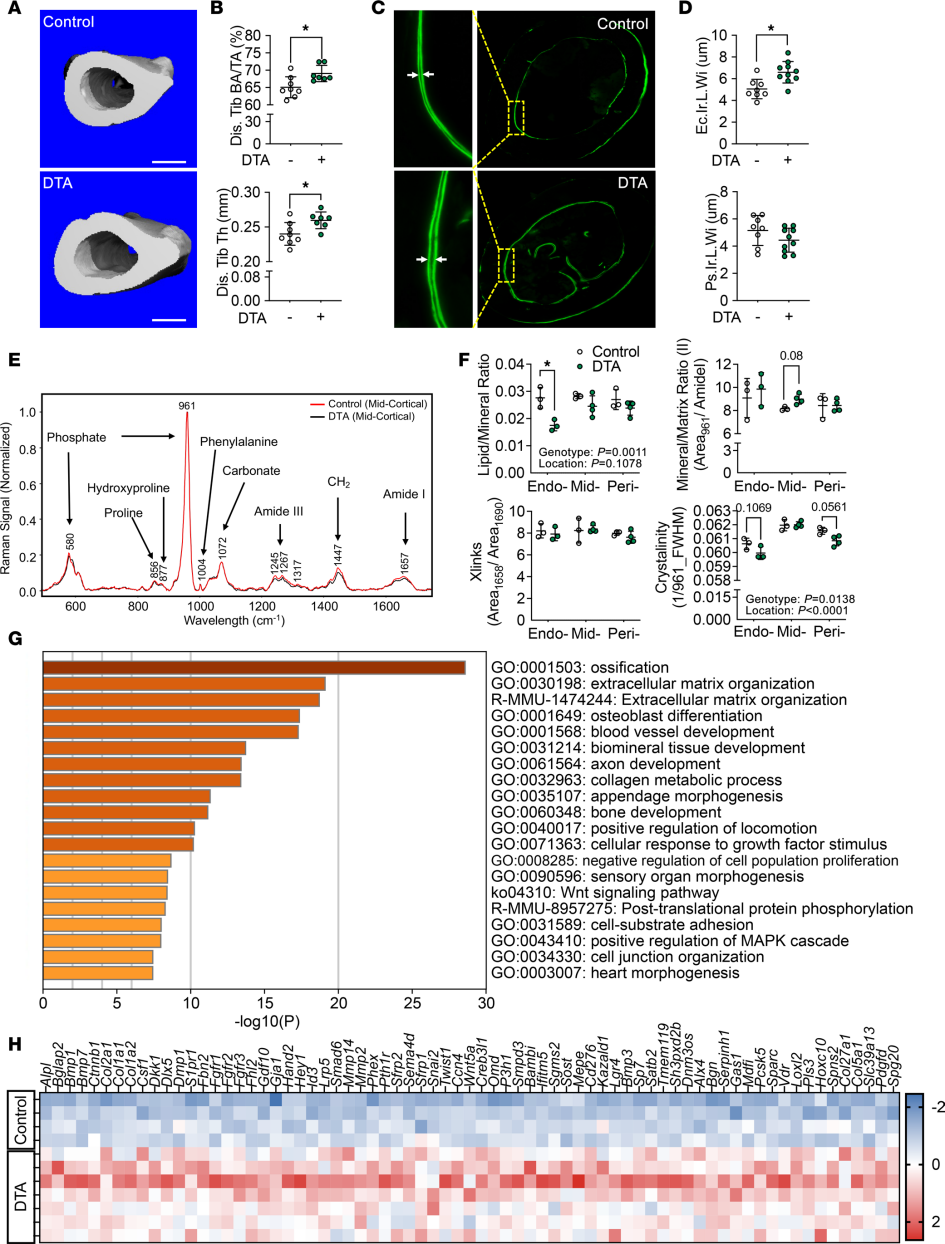
Depletion of BMAds increases cortical bone formation. Control (–) and BMAd-DTA (+) male mice at 20–24 weeks of age received calcein injections 9 and 2 days before dissection. Tibiae were collected for μCT and dynamic histomorphometry (*n* = 8–10 per group). Experiments were repeated twice. (**A**) Representative images of distal tibiae from μCT scanning are shown. Scale bar: 500 μm. (**B**) Distal tibial cortical bone area fraction (BA/TA) and thickness (Th) were quantified for control and BMAd-DTA mice. (**C** and **D**) Calcein-labeled tibiae were cross-sectioned and imaged by fluorescence microscopy. Cortical bone interlabel widths (Ir.L.Wi) in endosteum (Ec.) and periosteum (Ps.) were quantified by BioQuant software. Data are presented as mean ± SD. *P < 0.05 with a 2-tailed *t* test (**B** and **D**). (**E** and **F**) Fresh distal tibial cortical bone was cross-sectioned and analyzed with Raman microscopy (*n* = 3–4). Representative spectra from distal tibiae are shown, and major peaks are labeled (**E**). Lipid/mineral ratio, mineral/matrix ratio, collagen crosslink (Xlinks), and bone crystallinity were calculated for endosteal (Endo-), mid-cortical (Mid-), and periosteal (Peri-) regions (**F**). Data are presented as mean ± SD. *P < 0.05 with 2-way ANOVA analyses followed by Šídák’s multiple-comparison test. (**G** and **H**) Total RNA was purified from distal tibiae and used for RNA-Seq analysis (*n* = 4 for control; *n* = 7 for BMAd-DTA). The upregulated gene set was analyzed by MetaScape to identify enriched terms and pathways (**G**). *Z* scores of genes related to ossification pathway are shown as heatmap (**H**).

**Figure 3:**
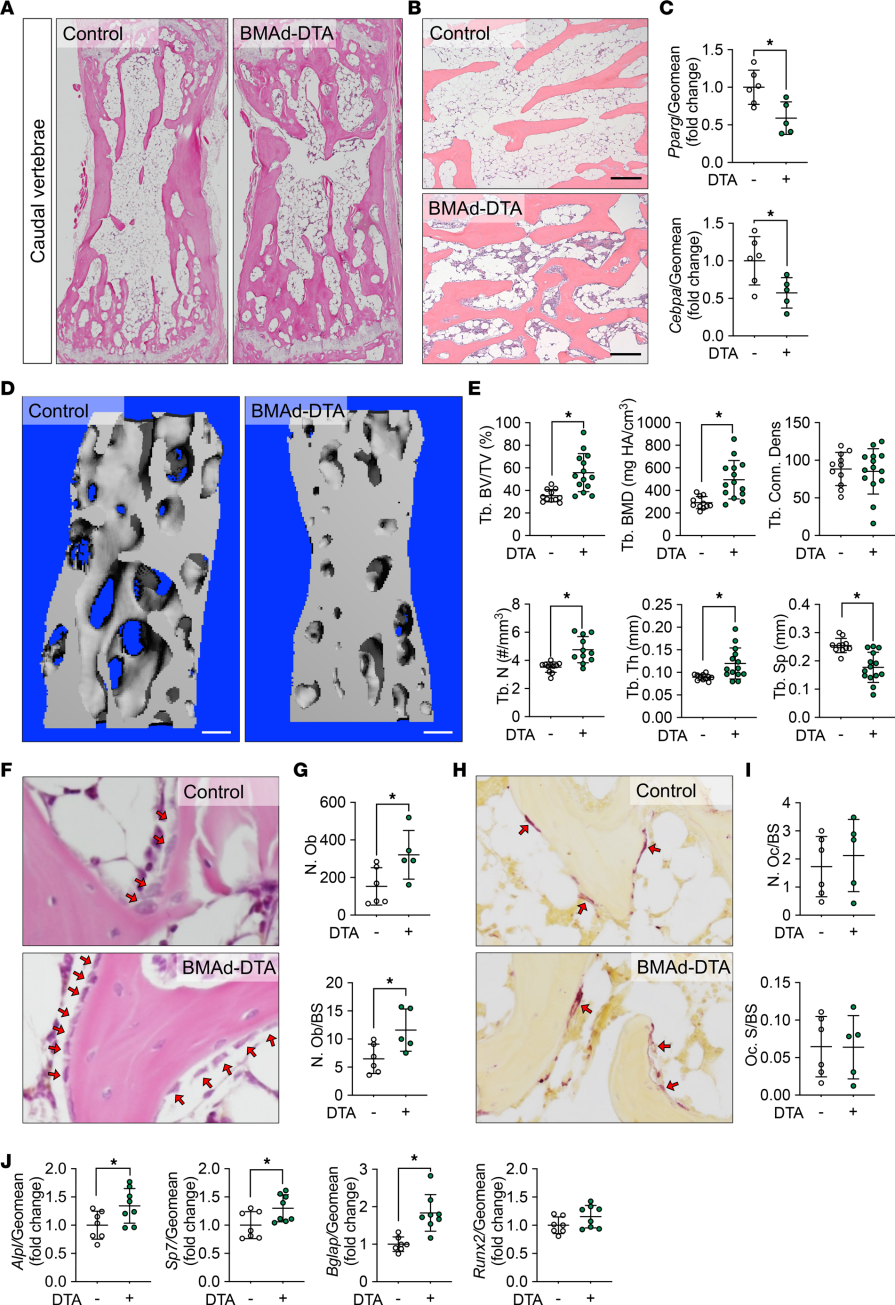
Trabecular bone formation is enhanced in caudal vertebrae of BMAd-DTA mice. Control (–) and BMAd-DTA (+) male mice at 20–24 weeks of age were sacrificed, and the fourth through sixth caudal vertebrae were collected (2 cohorts were included: one cohort with *n* = 11–14 per group was used for μCT analyses; the other cohort with *n* = 13 per group was split into histology and qPCR). (**A** and **B**) Caudal vertebrae were decalcified and used for paraffin sectioning. H&E-stained slides were scanned for an overview of the fifth caudal vertebra (**A**). Higher magnification images were taken at 100× (**B**). Scale bar: 200 μm. (**C**) RNA from the fourth through sixth caudal vertebrae was purified and used for qPCR to measure expression of adipogenic transcriptional factors. Relative gene expression is presented after normalization to the geomean of *Hprt* and *Rpl32a*. (**D** and **E**) Caudal vertebral trabecular bone parameters were assessed by CT. Scale bar: 200 μm. Tb., Trabecular bone; BV/TV, bone volume fraction; BMD, bone mineral density; Conn. Dens, connective density; N, number; Th, thickness; Sp, separation. (**F** and **G**) H&E-stained slides were used to count osteoblast number (N. Ob) and normalized to bone surface (BS). (**H** and **I**) Paraffin-sectioned slides were used for TRAP staining and osteoclast (Oc) number (N) and surface (S) quantification. (**J**) Osteogenic gene expression in caudal vertebrae were evaluated by qPCR and normalized to the geomean of *Hprt* and *Rpl32a*. Data are presented as mean ± SD. *P < 0.05 with a 2-tailed *t* test. Multiple unpaired *t* tests were performed in **E** and **J**, and *P* values were adjusted for multiple comparisons using 2-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

**Figure 4:**
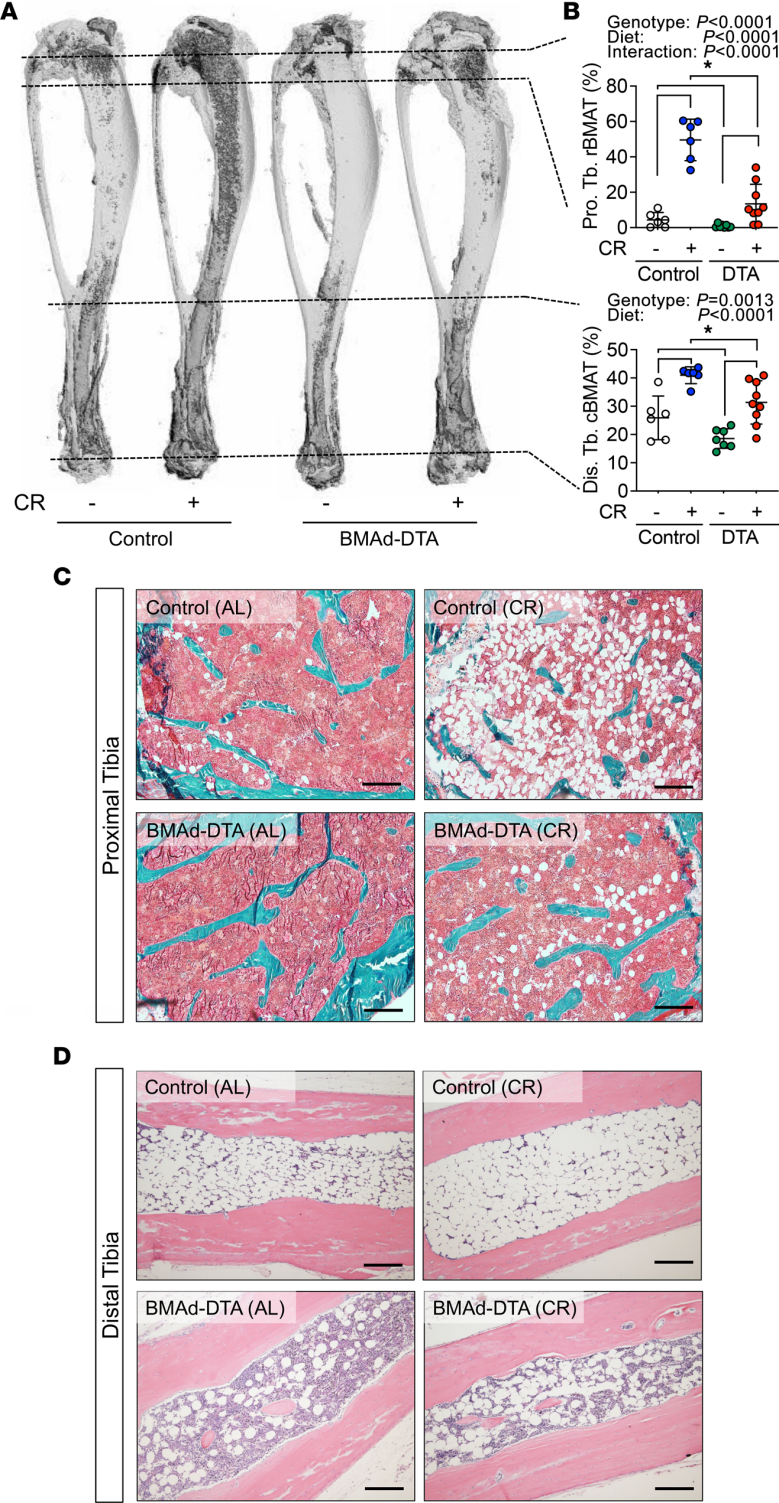
BMAd-DTA expression largely blocked caloric restriction–induced BMAT expansion. Control and BMAd-DTA male mice at 24 weeks of age underwent 30% caloric restriction (CR) for 12 weeks (*n* = 6–10 per group). Tibiae were collected for BMAT quantification. – indicates *ad libitum*, + indicates CR. (**A** and **B**) Decalcified tibiae were stained with osmium tetroxide. 3D images (**A**) and quantitative data of BMAT (**B**) were collected from μCT analyses. (**C** and **D**) Calcified (**C**) or decalcified tibiae (**D**) were plastic- or paraffin-processed and sectioned for Goldner’s trichrome (proximal tibiae; **C**) or H&E staining (distal tibiae; **D**). Images were taken under 100× magnification. Scale bar: 200 μm. Goldner’s trichrome staining, red-hematopoietic cells; green-bone, circular void-BMAds. Data are presented as mean ± SD. *P < 0.05 with 2-way ANOVA analyses followed by Šídák’s multiple-comparison test.

**Figure 5:**
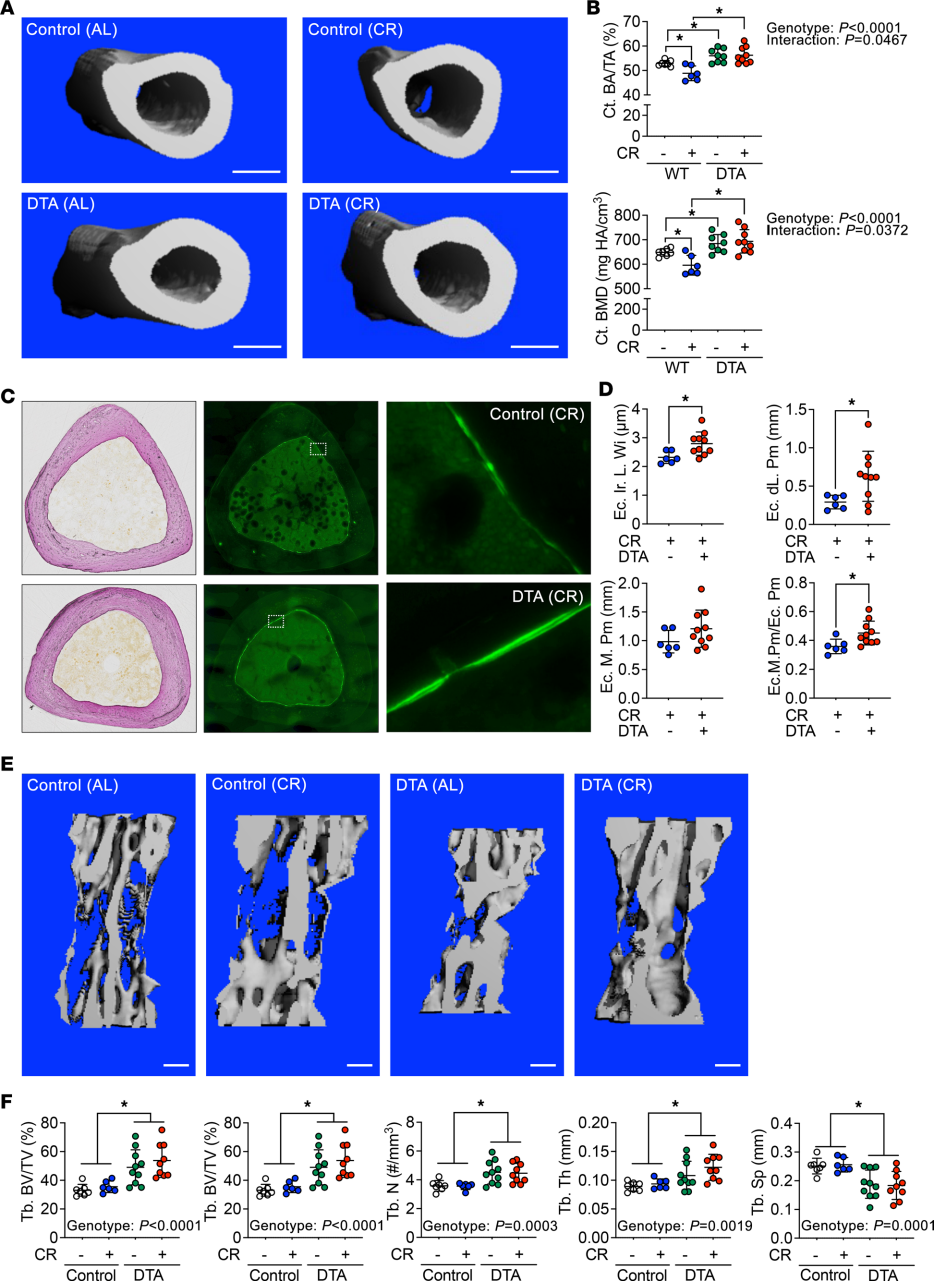
Loss of BMAds protects caloric restricted mice from loss of cortical bone. Control and BMAd-DTA male mice at 24 weeks of age underwent 30% caloric restriction (CR) for 12 weeks (*n* = 6–10 per group). Tibiae and caudal vertebrae were collected. – indicates ad libitum, + indicates CR. (**A** and **B**) Distal tibial cortical bone area fraction (Ct. BA/TA) and mineral density (Ct. BMD) were determined by μCT scanning. Scale bar: 500 μm. (**C** and **D**) Calcified distal tibiae were cross-sectioned for dynamic histomorphometry. Endosteal bone formation was measured. Ec, endocortical; Ir. L. Wi, interlabel width; dL. Pm, double-labeled perimeter; M. Pm, mineralizing perimeter. (**E** and **F**) Caudal vertebral trabecular bone variables were analyzed following μCT scanning. Scale bar: 200 μm. Tb., Trabecular bone; BV/TV, bone volume fraction; BMD, bone mineral density; Conn. Dens, connective density; N, number; Th, thickness; Sp, separation. Data are presented as mean ± SD. *P < 0.05 with 2-way ANOVA analyses followed by Šídák’s multiple-comparison test.

**Figure 6:**
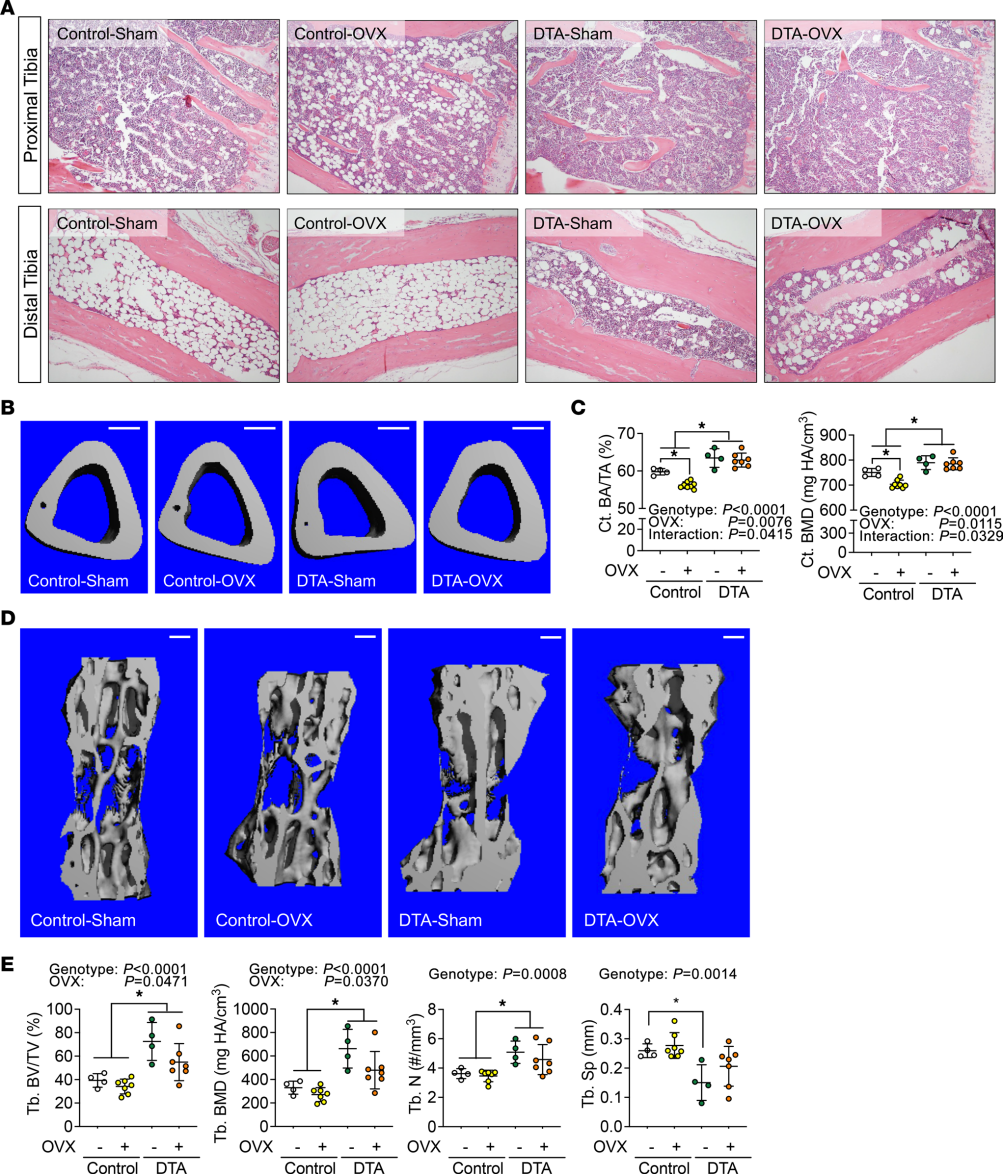
BMAd depletion protects mice from ovariectomy-induced cortical bone loss. Control and BMAd-DTA female mice at 20 weeks of age underwent ovariectomy (OVX). Mice were euthanized 6 weeks after surgery (*n* = 4–7 per group). Tibiae and caudal vertebrae were collected. – indicates sham, + indicates OVX. (**A**) Decalcified tibiae were paraffin embedded, sectioned, and H&E stained. Representative images from proximal and distal tibiae were collected under 100× magnification. Scale bar: 200 μm. (**B** and **C**) Tibiae were used for μCT scanning. Cortical bone area (Ct. BA/TA) and mineral density (Ct. BMD) at midtibia shaft were quantified. Scale bar: 200 μm. (**D** and **E**) Caudal vertebrae were scanned by CT. Trabecular bone volume (Tb. BV/TV) and mineral density (Tb. BMD), as well as microstructure parameters, were measured. Scale bar: 200 μm. Tb. N, trabecular number; Tb. Sp, trabecular separation. Data are presented as mean ± SD. *P < 0.05 with 2-way ANOVA analyses followed by Šídák’s multiple-comparison test.

**Figure 7:**
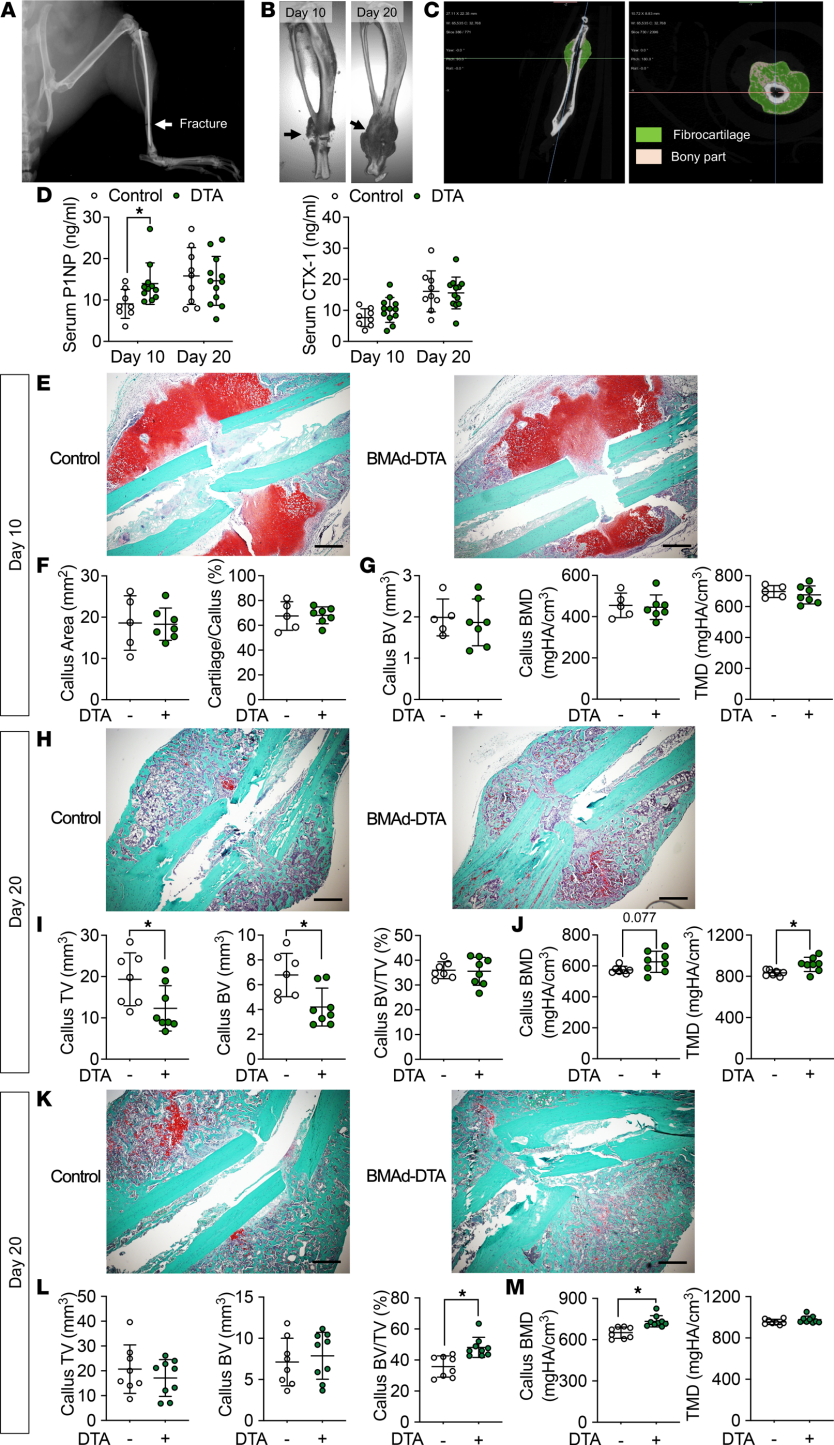
BMAd depletion promotes bone repair. (**A**–**H**) Control (–) and BMAd-DTA (+) female mice at 24 weeks of age underwent surgery to fracture distal tibiae. Tibiae and serum were collected 10 or 20 days after surgery (*n* = 12–15 per group; mice were split into day 10 or 20 euthanization after surgery). (**A**) Distal tibial fracture was visualized by x-ray scanning during surgery. (**B**) Representative 3D reconstruction images of tibial callus after 10 or 20 days of healing. (**C**) Longitudinal and cross-sectional images of callus formation from μCT analyses are shown. (**D**) Circulating bone formation marker (P1NP) and resorption marker (CTX-1) were analyzed by ELISA. Data are expressed as mean ± SD. *P < 0.05 with 2-way ANOVA analyses followed by Šídák’s multiple-comparison test. (**E**–**G**) Safranin O fast green (SOFG) staining and μCT analysis using Dragonfly software were performed to analyze callus formation in tibiae collected from day 10 of fracture healing. Green, bone tissue; orange, cartilage; dark blue, nuclei. Callus sizes and cartilage area percentage were quantified by ImageJ (NIH) (**F**). (**H**–**J**) Tibiae collected at day 20 following fracture were used for callus analysis. (**K**–**M**) Control (–) and BMAd-DTA (+) male mice at 24 weeks old underwent distal tibial fracture and were euthanized at day 20 after procedure (*n* = 8–9 per group). Callus formation was analyzed by SOFG staining and μCT scanning. TV, total volume; BV, bone volume; BV/TV, bone volume fraction; BMD, bone mineral density; TMD, tissue mineral density. Data are presented as mean ± SD. *P < 0.05 with a 2-tailed *t* test. Multiple unpaired *t* tests were performed, and *P* values were adjusted for multiple comparisons using 2-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method. Scale bar: 1 mm.

**Figure 8:**
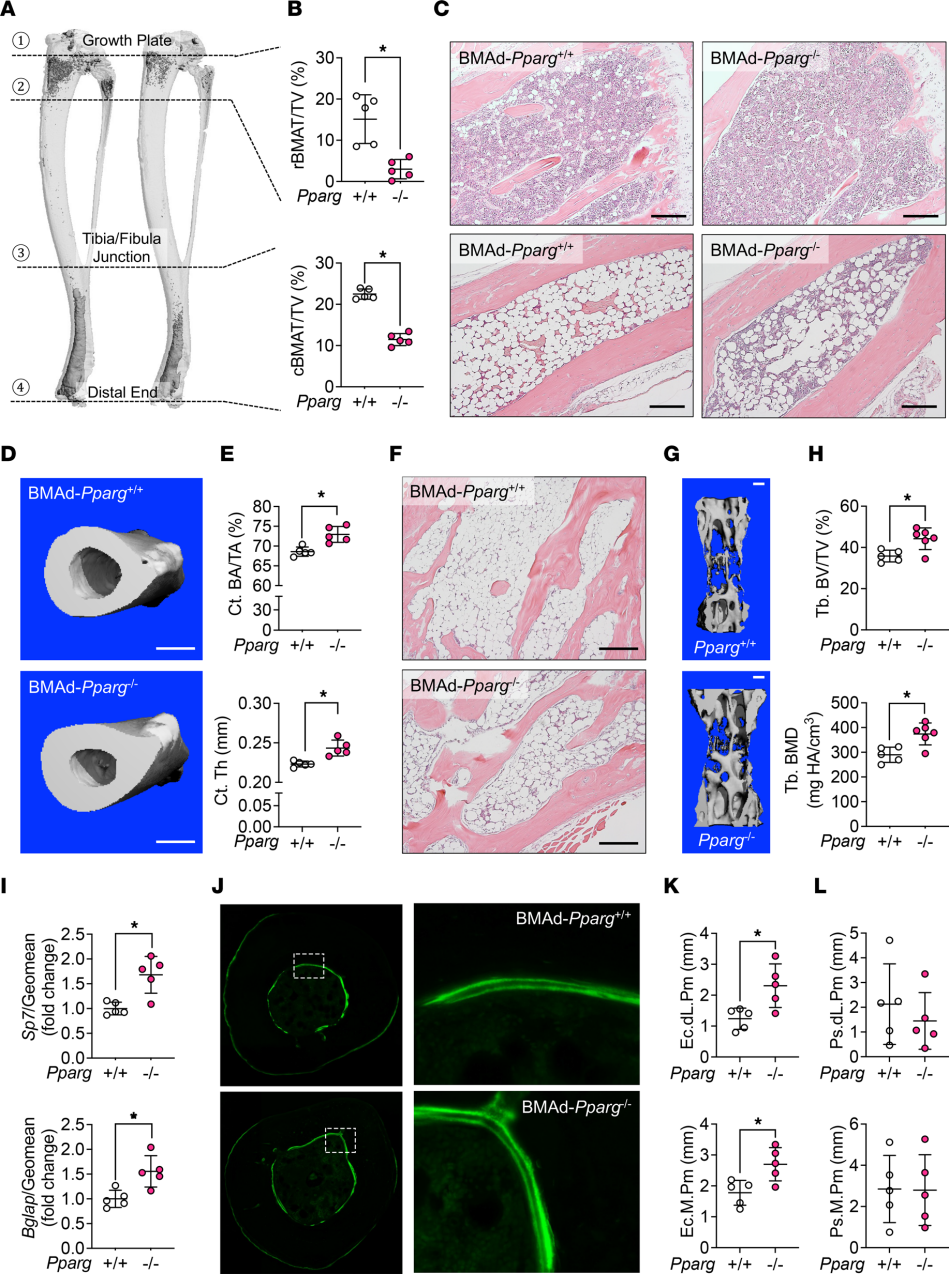
BMAd-*Pparg* deficiency recapitulates bone phenotypes observed in BMAd-DTA mice. Female mice with excision of exons 1 and 2 of *Pparg* in BMAds (BMAd-*Pparg*^–/–^) and their littermate controls (BMAd-*Pparg*^+/+^) were housed until 20 weeks of age (*n* = 5 per group). Tibiae and caudal vertebrae were collected. +/+ indicates control, –/– indicates BMAd-*Pparg* KO. (**A** and **B**) Tibiae were decalcified and stained with osmium tetroxide for 48 hours. μCT scanning was performed. Representative 3D reconstitution images of tibiae are shown (**A**). BMAT in proximal (rBMAT) and distal tibiae (cBMAT) were quantified and normalized by total volume (TV) (**B**). (**C**) Decalcified bones were processed for paraffin sectioning and H&E staining. Images were taken under 100× magnification. Scale bar: 200 μm. (**D** and **E**) Distal tibial cortical bone area (Ct. BA/TA) and thickness (Ct. Th) were quantified following μCT scanning. Scale bar: 500 μm. (**F**) Decalcified caudal vertebrae were paraffin embedded, sectioned, and H&E stained. Representative pictures were taken under 100× magnification. Scale bar: 200 μm. (**G** and **H**) Trabecular bone (Tb.) parameters in caudal vertebrae were measured by CT. Scale bar: 200 μm. BV/TV, bone volume fraction; BMD, bone mineral density. (**I**–**L**) Distal tibiae from male mice at 24 weeks of age were collected for mechanistic analyses (*n* = 5 per group). (**I**) Distal tibial total RNA was purified and used for qPCR to measure osteogenic markers. The expression of *Sp7* and *Bglap* genes were normalized to the geomean of *Hprt* and *Rpl32a*. (**J**) Distal tibiae were cross-sectioned and scanned for calcein-labeled mineralizing bone surfaces. (**K** and **L**) Dynamic histomorphometry was performed in endosteal (**K**) and periosteal (**L**) surfaces. Endocortical double-labeled perimeter (Ec. dL. Pm) and mineralizing perimeter (Ec. M. Pm) were quantified by BioQuant software. These parameters were also quantified at periosteal (Ps.) mineralizing surfaces. Data are presented as mean ± SD. *P < 0.05 with a 2-tailed *t* test.

# Supplementary material for: Constitutive bone marrow adipocytes suppress local bone formation
**Source:** JCI Insight. 2022 Nov 8;7(21):e160915. doi: 10.1172/jci.insight.160915
**Supplement:** Supplemental data

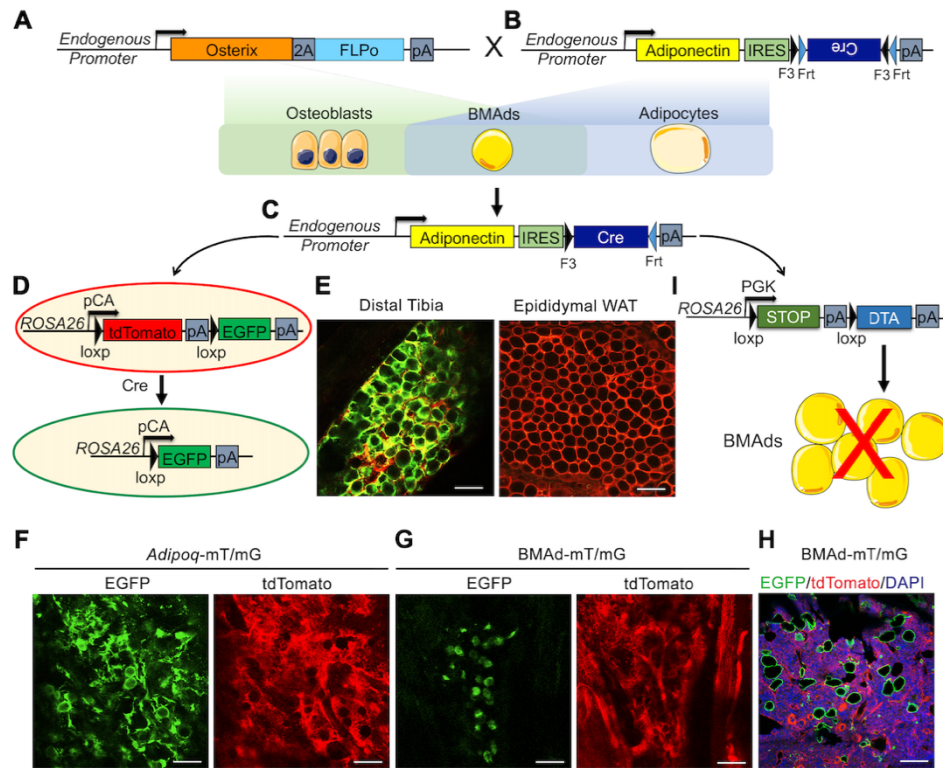

**Supplemental Figure 1. Schematic of bone marrow adipocyte (BMA)-specific mouse model.**

A. Gene structure of *Osterix*-FLPo. A FLPo-polyA cassette was inserted in the 3'-UTR of endogenous *Osterix* gene. The resulting *Osterix*-FLPo fusion protein is divided by a 2A self-cleavage peptide.

B. Schematic of *FLPo*-activated *Adiponectin* Cre (FAC). IRES and F3/Frt-flanked Cre cassette in the reverse direction were inserted in the 3'-UTR of endogenous *Adipoq*.

C. Schematic model of BMA-specific mice. When *Osterix*-FLPo mice are bred with FAC mice, the Cre cassette in the 3'-UTR of endogenous *Adipoq* is recombined by FLPo to the correct direction, and is thus predominantly expressed in the overlapping cell population, BMA.

D-E. Validation of specificity and efficiency of BMA-Cre recombinase.

D. Progeny of BMA-Cre and mT/mG reporter mice express membrane EGFP only in cells that have expressed Cre.

E. Male mice at 20 weeks of age were sacrificed and fresh tissues were analyzed. Tibiae were bisected longitudinally by razor blade to expose BMAT. BMAT of distal tibiae and a thin piece of epididymal WAT were directly evaluated by confocal microscopy, and representative images are presented.

F. To visualize *Adipoq* traced bone marrow adipocytes and stromal cells, *Adipoq*-Cre mice were bred with mT/mG reporter. Proximal tibial fresh confocal was performed when mice were 16 weeks old.

G-H. BMA-Cre mice were bred with mT/mG reporter mice resulting in BMA-mT/mG mice, which were euthanized at 20 weeks old. Fresh tissue confocal (G) and frozen sections (H) were used to determine the cell-specificity of BMA-Cre expression.

I. Model of BMA-DTA mice. BMA-Cre mice were bred with ROSA-DTA mice, which harbor a LoxP-flanked STOP cassette proximal to a DTA cassette. Excision of the STOP cassette by Cre is necessary for DTA expression in BMAs to induce cell death.

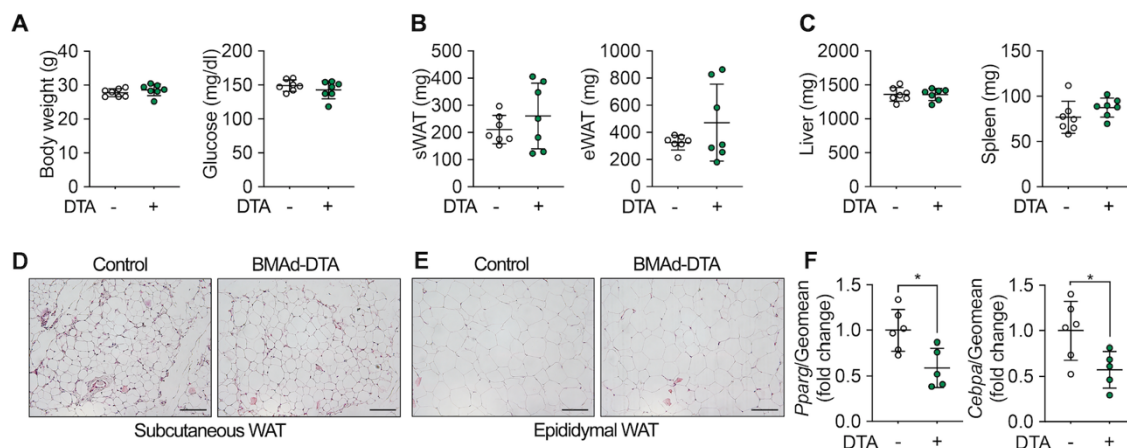

**Supplemental Figure 2. BMA-specific DTA expression does not cause a detectable phenotype beyond bone and the marrow niche.**

Control (-) and BMA-specific DTA (+) male mice were sacrificed at 20-24 weeks of age. Experiments were repeated more than three times.

A-C. Body weights, random glucose concentrations and soft tissue weights were measured at the end of the experiment.

D-E. Images of subcutaneous and epididymal WAT depots were taken under 200X magnification following paraffin sectioning and H&E staining. Scale bar indicates 100  $\mu$ m.

F. RNA purified from distal tibiae was used for qPCR to measure lipogenic gene expression, which was normalized to the geomean of *Hprt* and *Rpl32a*.

Data are presented as mean  $\pm$  SD. \* indicates  $P < 0.05$  with a two-sample *t*-test.

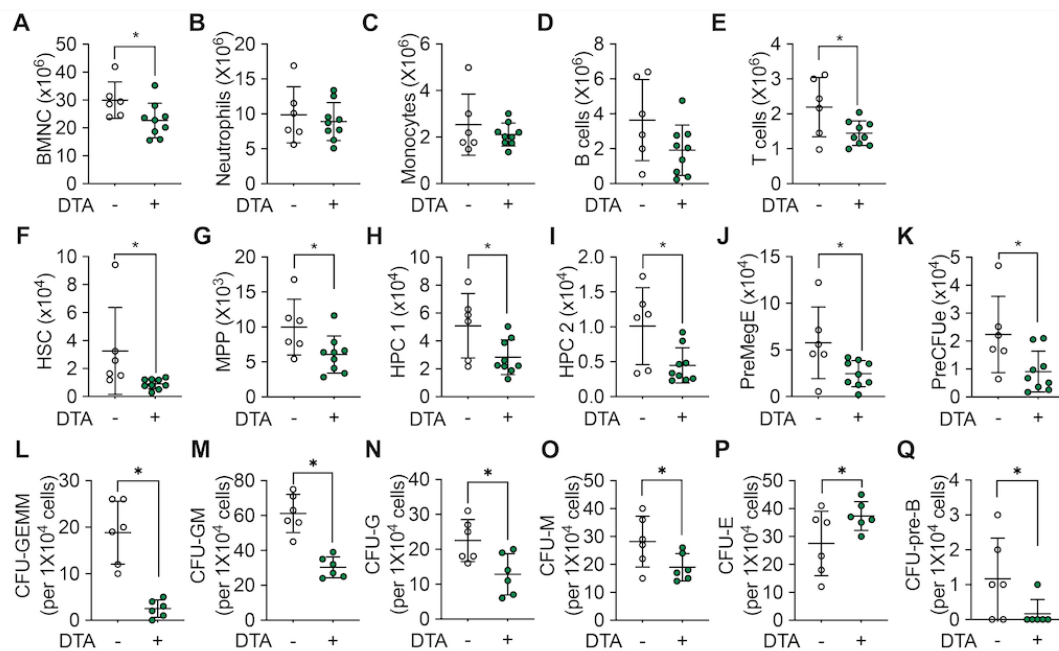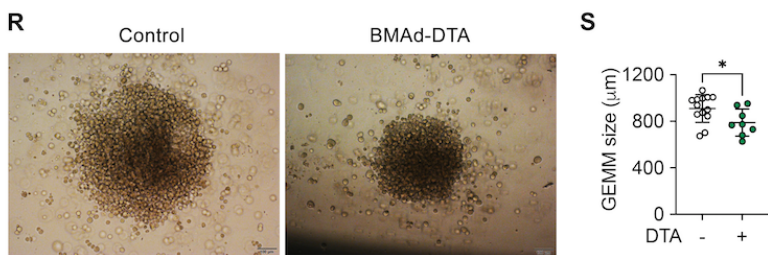

**T** Down-regulated genes in BMAAd-DTA mice ( $P_{\text{adj}} < 0.05$ )

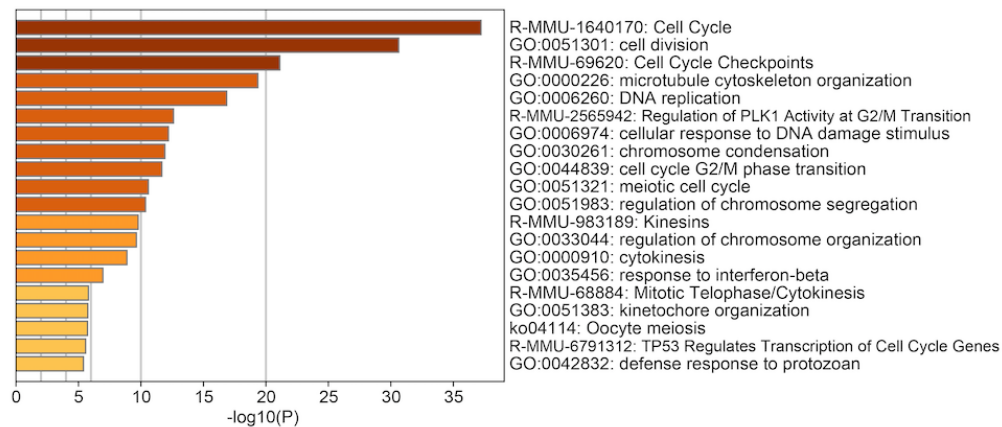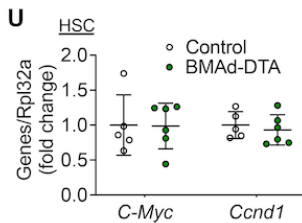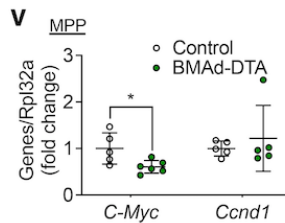

**Supplemental Figure 3. BMAT depletion results in loss of hematopoietic stem and progenitor cells (HSPCs).**

Control (-) and BMAd-DTA (+) male mice were sacrificed at 20-24 weeks of age. Experiments were repeated twice.

A-E. Mature hematopoietic cell counts from flow cytometry are shown (n=6-9 per group). BMNC: bone marrow mononuclear cell.

F-K. Bone marrow cells were isolated and stained for flow cytometry to analyze the HSPCs. HSC: hematopoietic stem cell; MPP: multi-potent progenitor; HPC: hematopoietic progenitor cell; PreMegE: pre-megakaryocyte-erythrocyte progenitor; PreCFUe: erythrocyte progenitor (pre-colony forming unit-erythrocyte).

L-S. CFU assays. Tibial bone marrow cells were isolated from BMAd-DTA mice and littermate controls. After counting,  $1 \times 10^4$  cells were plated for CFU assays. Colonies were counted by an independent expert in a blinded manner at 10 days after plating (L-Q). GEMM: granulocyte, erythroid, macrophage, megakaryocyte; GM: granulocyte, macrophage; G: granulocyte; M: macrophage; E: erythroid; pre-B: B-lymphoid progenitors. Representative images of CFU-GEMM; scale bar indicates 100  $\mu$ m (R). GEMM colony sizes were quantified by Image J (S).

T. Fresh distal tibiae were collected and hammered into powder for bulk RNA purification. RNA-seq and pathway analysis were performed.

U-V. Sorted HSCs and MPPs were processed for RNA isolation. qPCRs were performed to measure expression of proliferation-related genes, *C-Myc* and *Ccnd1*. Relative gene expression is shown after normalization to *Rpl32a*.

Data are presented as mean  $\pm$  SD. \* indicates  $P < 0.05$  with a two-sample *t*-test. Multiple unpaired *t*-tests were performed, and *P* values were adjusted for multiple comparisons using two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

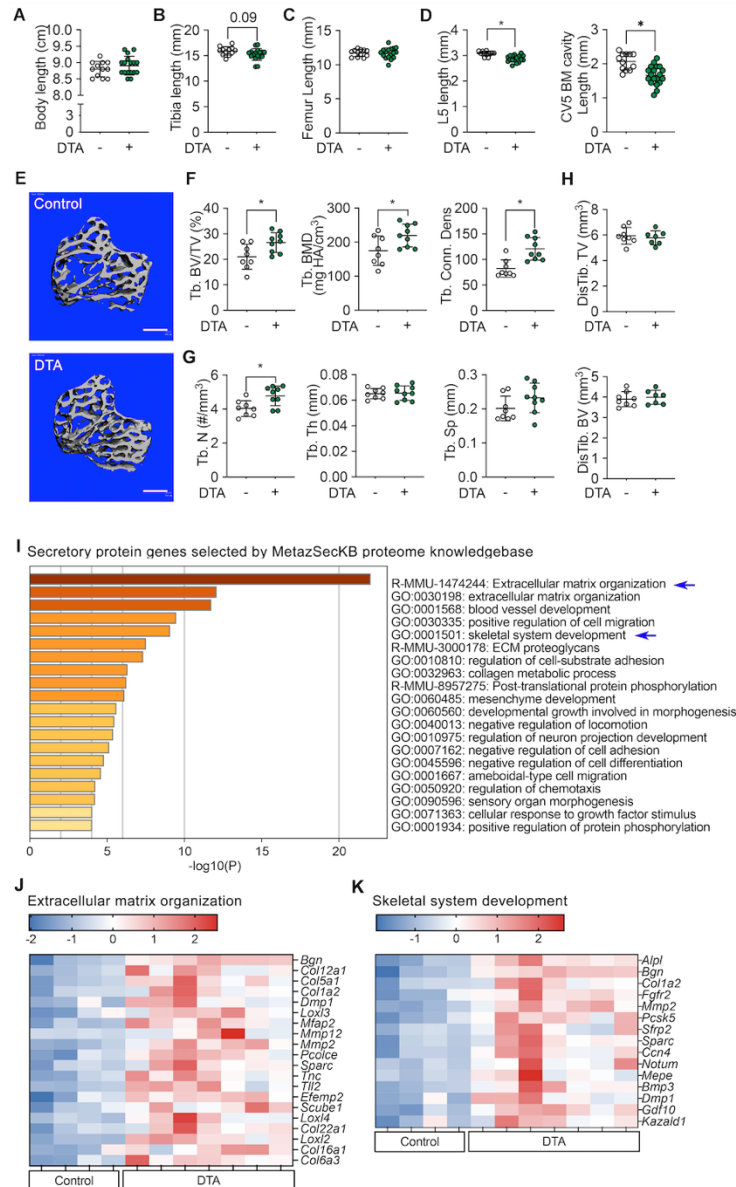

**Supplemental Figure 4. BMAd-depletion does not affect long bone growth, but shortens lengths of vertebrae.**

Control (-) and BMAd-DTA (+) male mice at 20-24 weeks of age were sacrificed, and tibiae, femurs and caudal vertebrae collected. Experiments were repeated twice.

A-D. Length of body from nose to base of tail, tibia, femur, lumbar vertebra 5 (L5) and caudal vertebra 5 (CV5).

E-G. Proximal tibial trabecular bone parameters were determined by  $\mu$ CT scanning. Scale bar indicates 500  $\mu$ m. Tb. Trabecular bone; BV/TV: bone volume fraction; BMD: bone mineral density; Conn. Dens: connective density; N: number; Th: thickness; Sp: separation.

H. Distal tibial total volume (TV) and bone volume (BV) were measured by  $\mu$ CT.

Data are presented as mean  $\pm$  SD. \* indicates  $P < 0.05$  with a two-sample  $t$ -test. Multiple unpaired  $t$ -tests were performed, and  $P$  values were adjusted for multiple comparisons using two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

I. Differential genes regulated by BMAd-DTA in distal tibiae were mapped with MetaZSecKB secretome datasets. Secretory protein genes were used for pathway analyses.

J-K. Z-Scores of secretory protein genes enriched in extracellular matrix organization (J) and skeletal system development (K) pathways.

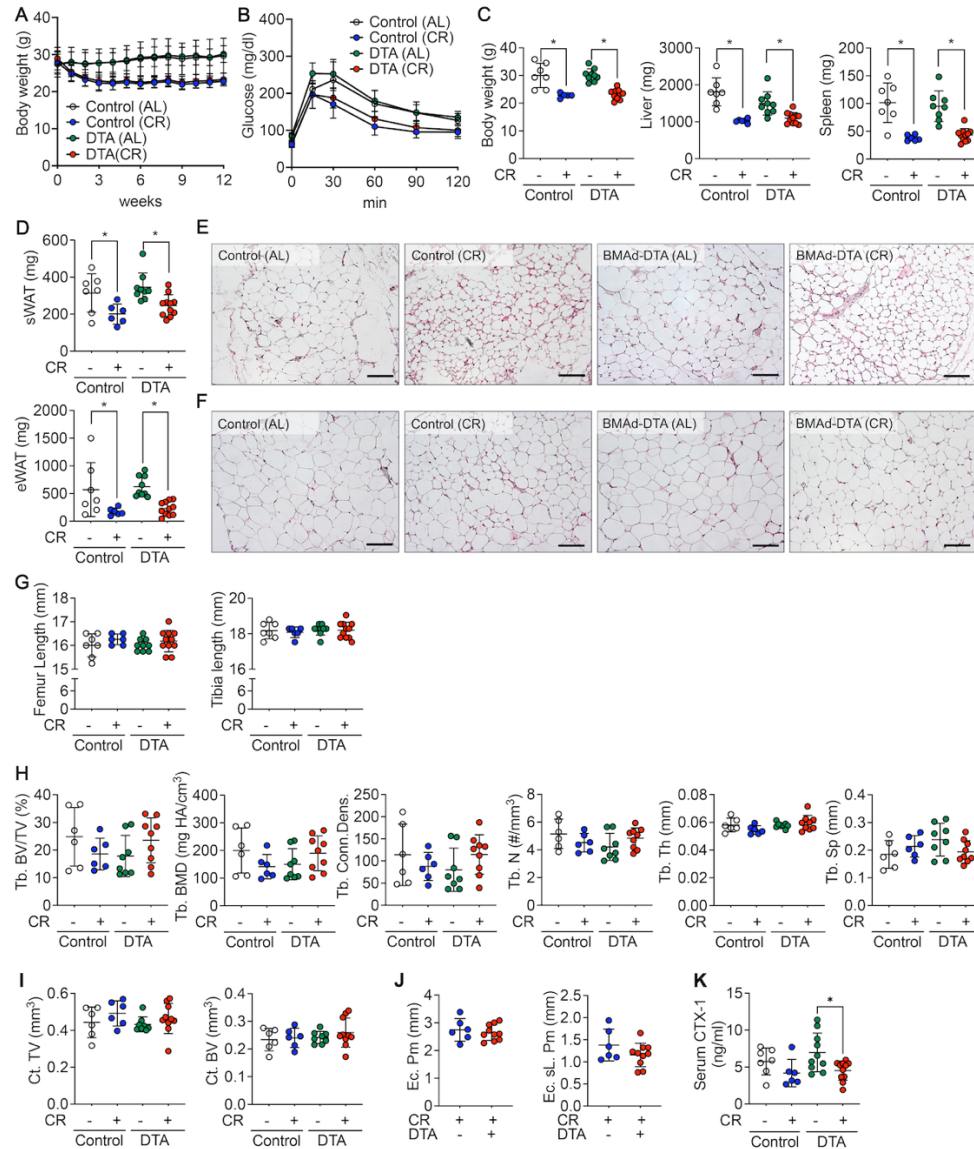

**Supplemental Figure 5. Loss of BMAT does not cause alterations to metabolism, or affect trabecular bone in proximal tibiae.**

Control and BMAd-DTA male mice at 24 weeks of age underwent 30% CR for 12 weeks. – indicates *ad libitum*, + indicates CR.

A-B. Body weight reduction and glucose tolerance test were recorded before euthanasia.

C-D. Body and soft tissue weights were collected at the end of experiment.

E-F. Representative pictures of subcutaneous (E) and epididymal (F) WAT were collected from paraffin-embedded and H&E-stained sections. Scale bar indicates 100  $\mu$ m.

G. Femoral and tibial lengths were measured during tissue collection.

H. Trabecular bone parameters in proximal tibiae were determined by  $\mu$ CT scanning. Tb. Trabecular bone; BV/TV: bone volume fraction; BMD: bone mineral density; Conn. Dens: connective density; N: number; Th: thickness; Sp: separation.

I. Distal tibial total volume (TV) and cortical bone volume (BV) were measured by  $\mu$ CT.

J. Calcified distal tibiae were cross-sectioned for dynamic histomorphometry. Endocortical perimeter (Ec. Pm) and single-labelled perimeter (Ec. sL. Pm) were measured by Bioquant software.

K. Serum concentrations of bone resorption marker, CTX-1, were determined by ELISA assay.

Data are presented as mean  $\pm$  SD. \* indicates  $P < 0.05$  with two-way ANOVA analyses followed by Šidák's multiple comparisons test.

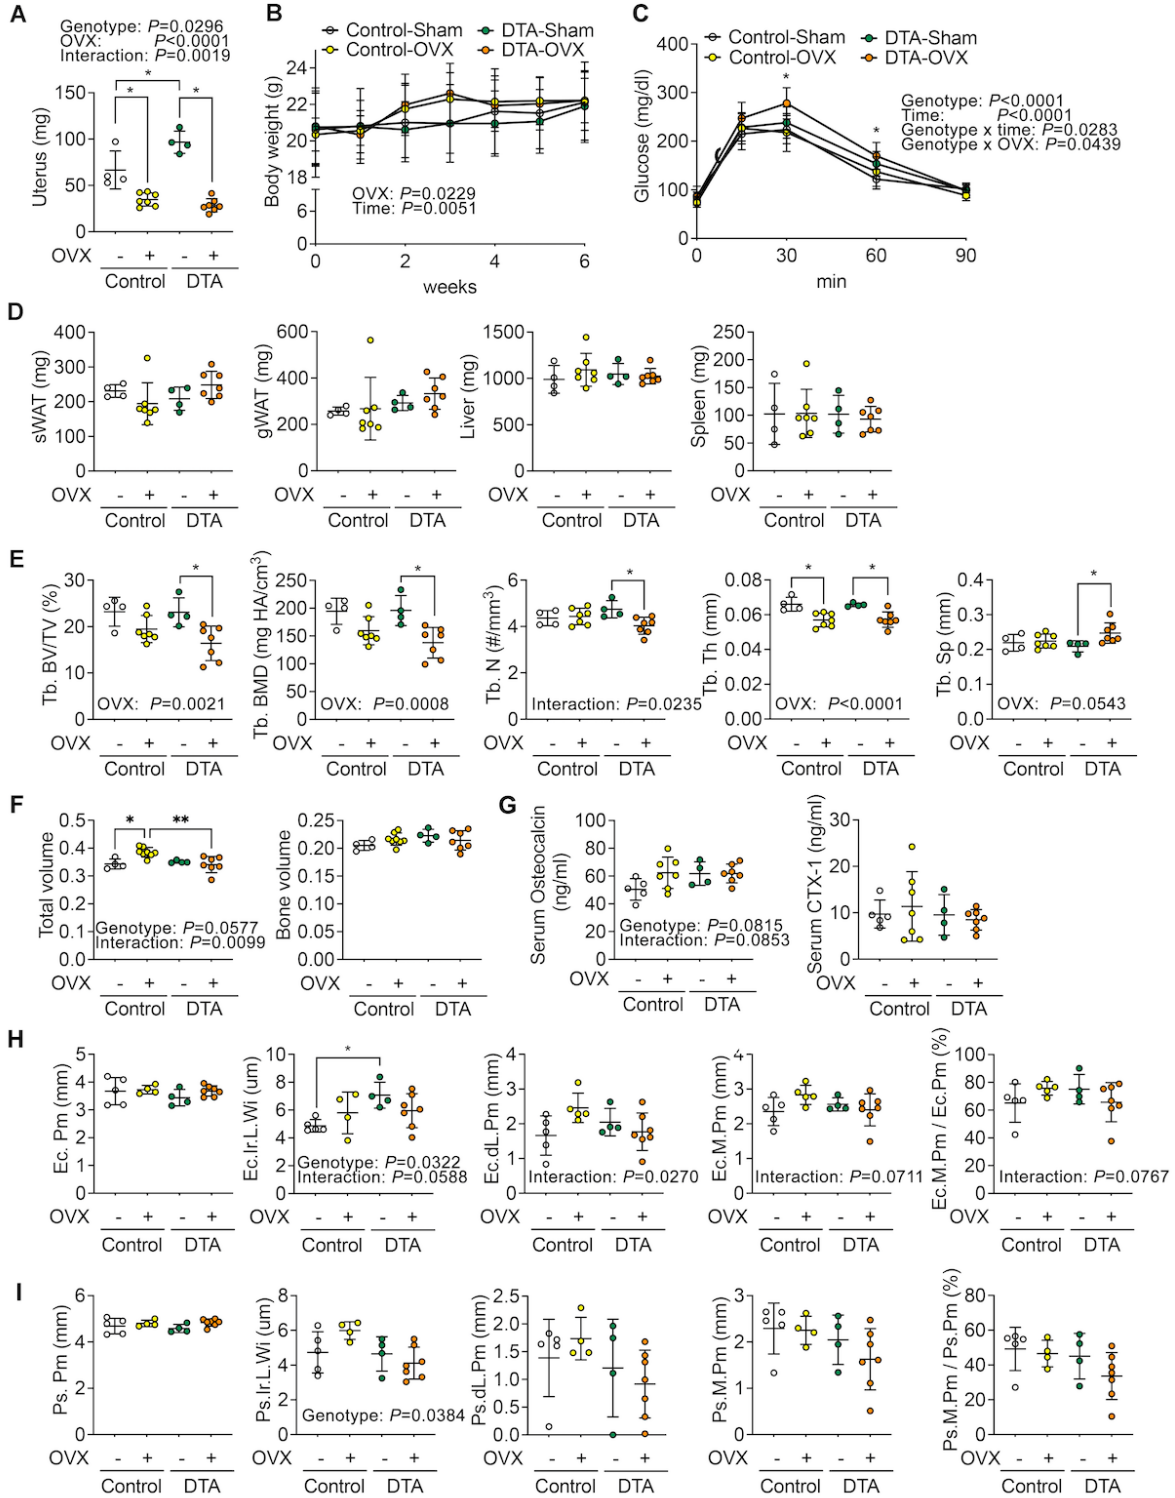

**Supplemental Figure 6. BMAd-depletion does not affect body and soft tissue weights following OVX, but impairs glucose metabolism and reduces trabecular bone in proximal tibiae.**

Control and BMAd-DTA female mice at 20 weeks of age underwent OVX. Mice were euthanized 6 weeks after surgery. – indicates sham, + indicates OVX.

A-C. Uterine and body weights were measured at the end of study. A glucose tolerance test was performed five weeks after surgery (n=4-7 per group).

D. Soft tissue weights were collected 6 weeks after surgery.

E. Trabecular bone parameters of the proximal tibiae were determined by  $\mu$ CT scanning and analyses.

Tb. Trabecular bone; BV/TV: bone volume fraction; BMD: bone mineral density; Conn. Dens: connective density; N: number; Th: thickness; Sp: separation.

F. Cortical bone total volume and bone volume were measured by  $\mu$ CT.

G. Circulating concentrations of osteocalcin and CTX-1 were measured by ELISA.

H-I. Calcein-labelled tibiae were cross-sectioned and used for dynamic histomorphometry. Endocortical (Ec.) and periosteal (Ps.) bone formation parameters were determined by BioQuant software. Pm: perimeter; Ir.L.Wi: inter-label widths; dL. Pm: double-labelled perimeter; M. Pm: mineralizing perimeter; M. Pm / Pm: mineralizing surface proportion.

Data are expressed as mean  $\pm$  SD. \* indicates  $P < 0.05$  with three-way (B&C) or two-way ANOVA analyses followed by Šídák's multiple comparisons test.

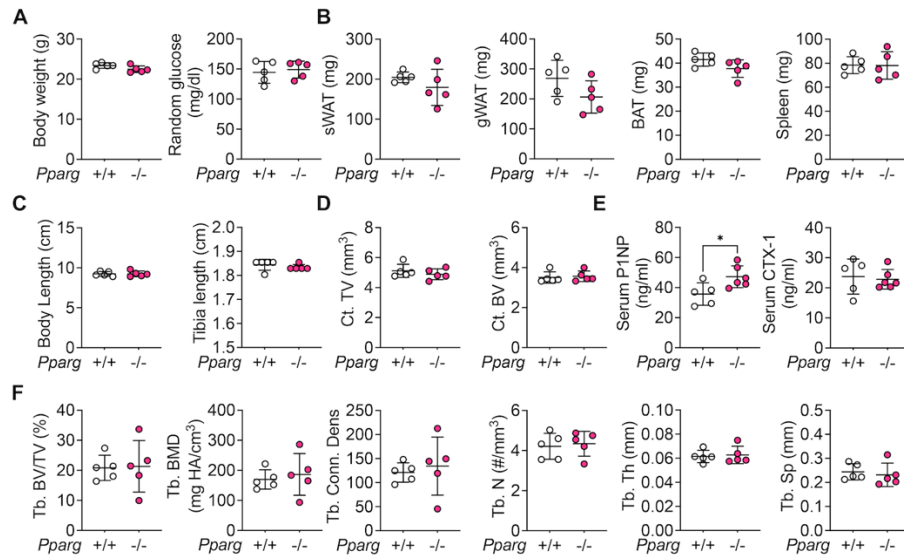

**Supplemental Figure 7. BMAd-*Pparg* deficiency does not cause global effects in female mice, and only shows bone phenotypes in BMAd-enriched sites.**

Control and BMAd-*Pparg*<sup>-/-</sup> female mice at 20 weeks of age were euthanized. +/+ indicates control, -/- indicates BMAd-*Pparg* knockout.

A-B. Body weights, random glucose concentrations and soft tissue weights were recorded at the end of study.

C. Length of body from nose to base of tail, and tibiae were measured during tissue collection.

D. Distal tibial cortical bone (Ct.) total volume (TV) and bone volume (BV) were determined by  $\mu$ CT.

E. Circulating concentrations of P1NP and CTX-1 were measured by ELISA.

F. Trabecular bone variables in proximal tibiae were determined by  $\mu$ CT analyses. Tb. Trabecular bone; BV/TV: bone volume fraction; BMD: bone mineral density; Conn. Dens: connective density; N: number; Th: thickness; Sp: separation.

Data are presented as mean  $\pm$  SD. \* indicates  $P < 0.05$  with a two-sample  $t$ -test.

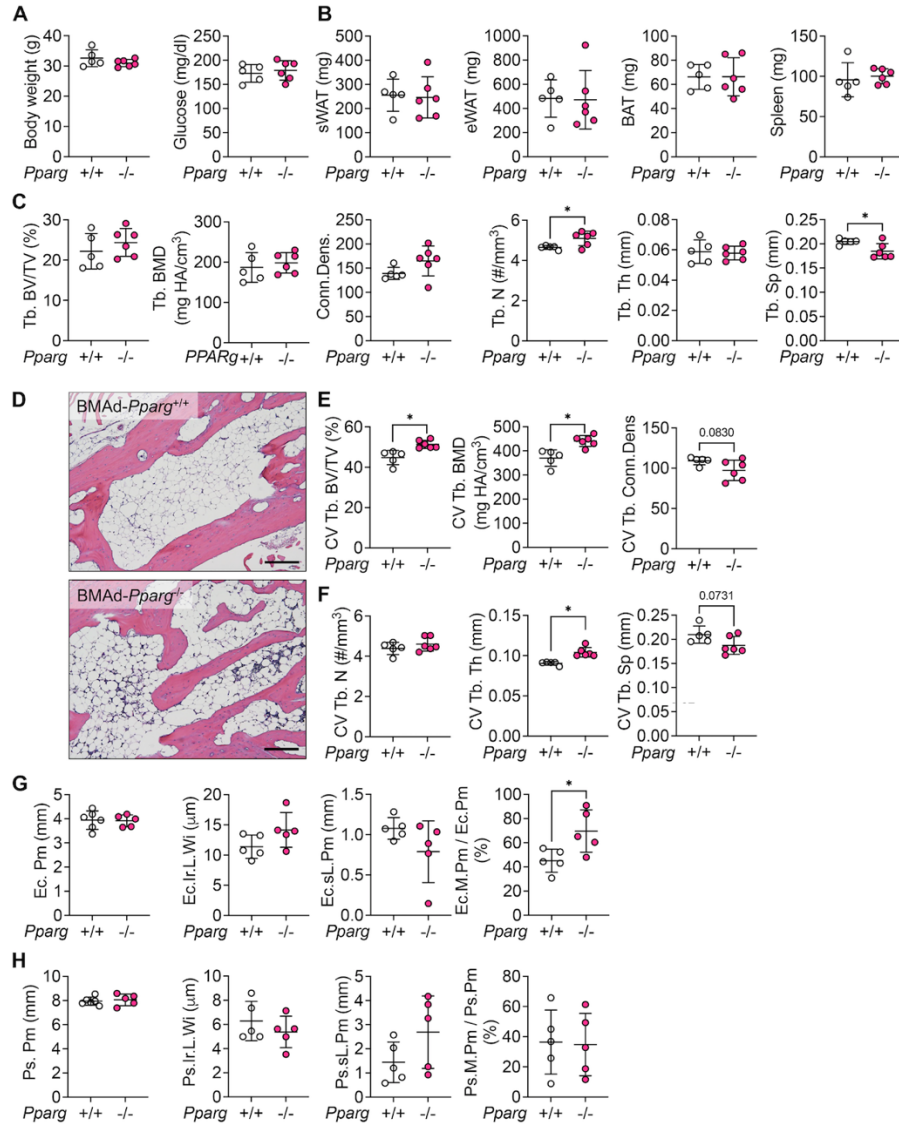

**Supplemental Figure 8. BMAd-*Pparg* deficiency does not cause global effects in male mice, and only shows bone phenotypes in BMAd-enriched sites.**

Control and BMAd-*Pparg*<sup>-/-</sup> male mice at 24 weeks of age were euthanized. +/+ indicates control, -/- indicates BMAd-*Pparg* knockout.

A-B. Body weights, random glucose concentrations and soft tissue weights were recorded at the end of study.

C. Trabecular bone variables in proximal tibiae were determined by  $\mu$ CT analyses.

D. Decalcified caudal vertebrae were paraffin-embedded, sectioned and H&E-stained. Representative pictures were taken under 100X magnification. Scale bar indicates 200  $\mu$ m.

E-F: Trabecular bone parameters in caudal vertebrae were measured by  $\mu$ CT.

Tb. Trabecular bone; BV/TV: bone volume fraction; BMD: bone mineral density; Conn. Dens: connective density; N: number; Th: thickness; Sp: separation.

G-H. Distal tibiae were collected for dynamic histomorphometry. Endocortical (Ec.) and periosteal (Ps.) bone formation parameters were determined by BioQuant software. Pm: perimeter; Ir. L. Wi: inter-label widths; dL. Pm: double-labelled perimeter; M. Pm / Pm: and mineralizing surface proportion.

Data are presented as mean  $\pm$  SD. \* indicates  $P < 0.05$  with a two-sample  $t$ -test. Multiple unpaired  $t$ -tests were performed in panels C and E-F, and  $P$  values were adjusted for multiple comparisons using two-stage step-up (Benjamini, Krieger, and Yekutieli) with FDR method.

How the deposited data were processed for this re-analysis (not part of the article)

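RNA from whole distal tibiae was sequenced from 4 control and 7 BMAd-DTA mice, with 1 library per mouse. The authors checked the reads with FastQC, aligned them to mm10 with STAR at default parameters, checked the alignments with QualiMap, and deposited the resulting counts per gene, both for each library and as a merged table. The deposited counts are whole read pairs without normalization, and no other unit was used. The authors then ran DESeq2 with genotype as the main effect, preranked gene set enrichment and gene ontology analysis. The release of the gene annotation is not named in the paper's text. Gene identifiers were joined without their version to GENCODE M21 on GRCm38, the assembly that mm10 carries, for symbols, positions, transcript lengths and GC content, and 99.9% of the identifiers in the merged table matched.

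The merged table holds 22600 of the 55401 genes in the per-library counts. Its smallest sum over all libraries is 11 counts. Of the genes with more than 10 counts over all libraries, 212 are not part of the merged table used here, and the genes outside it hold 1.46% of the per-library counts. They are included in 2 of the alternatives. The lines of unmapped, multimapping, unassigned and ambiguous pairs were left out of library sizes and tests. In the read-strand counts, the unmapped pairs were 9.1% to 15.1% of each library, multimapping pairs 6.68% to 9.07%, pairs on no gene 6.58% to 8.44% and ambiguous pairs 1.49% to 1.7%. Multimapping pairs are not in the counts, so genes with near-identical copies, such as Bglap and Bglap2 or the globin genes, are measured with less certainty. The strand used held 95.9% to 96.3% of the stranded counts.

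Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM scaling, estimateDisp, glmQLFit and glmQLFTest with default settings, two-sided, Benjamini-Hochberg adjustment over 16496 genes, adjusted p under 0.05). The standard error of a log2 fold change was taken as the log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation was 0.202. Lists of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, and summarised by their median log2 fold change. Scores per mouse were tested by exact permutation, two-sided. Both were adjusted over 27 lists and sets, which include the lists that the study picked from these libraries. The small p values of those lists lower the adjusted p of the others. The mouse Reactome sets were those shipped with fgsea 1.28.0, joined by Entrez gene number, which 86.1% of the tested genes had. The lists covered the heat maps of Figure 2H and Supplemental Figure 4, adipocyte, fatty acid metabolism, S phase and G2/M phase genes, and markers of skeletal muscle, neutrophils, erythroid cells, B and T lymphocytes, osteoclasts, chondrocytes, tendon, endothelium, marrow stroma, macrophages, the interferon response and the stress response. The Hallmark sets, gene ontology terms and the secretome database of the paper are not used here.

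The text names the tested genes of a list of genes that the paper names, which leaves out some named in its introduction for other mouse models, such as Lmna and Pth1r, the members with the largest and smallest log2 fold change of the lists it discusses, and the 5 genes with the largest and the 5 with the smallest log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 counts and complete separation of the groups. The other genes past the threshold are named as well. Myc, which the paper names, is outside the merged table and not analysed here. Xist and 4 genes of the Y chromosome were read as a check of sex. The most abundant member of a list, where its level is given, was chosen after its values were seen.

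The steps were tested on simulated data, with counts drawn for the real genes from their means, dispersions and library sizes. Genes were drawn independently of each other, and the changed genes had a mean of at least 50 counts. With 200 genes changed by a log2 fold change of 1 or -1 in each of 3 simulations, edgeR recovered 87% to 91.5% of them with 4 to 8 calls among unchanged genes, over 16247 to 16263 genes. DESeq2 recovered 91.5% to 94.5% with 25 to 46 such calls over 16496 genes. With no changed gene, edgeR called at most 1 and DESeq2 at most 8 genes. Other splits of the real mice gave up to 44 and 288, so the simulated data give fewer such calls than regrouped real mice can.

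The alternatives were DESeq2 1.42.0 with default settings, limma-voom with and without sample quality weights, a robust quasi-likelihood fit, 3 other scalings, 2 other filters on low counts, both kinds of per-library counts, removal of 28 globin and mitochondrial genes, a skeletal muscle score or 1 surrogate variable (sva 3.50.0) as a covariate, 2 stricter thresholds, 3 other tests of gene lists, and each mouse left out in turn. They were set before the data were examined, but DESeq2 was run first with another filter and changed to the listed default settings after its count was known. Those added later were edgeR's likelihood ratio test and 2 further settings of DESeq2.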

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

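The tests of library size for single mice and of base composition and length for the T lymphocyte genes were chosen only after the results were seen, and the test of base composition and length for the chondrocyte genes before. Among 242 groups of 4 or 7 values, over the genes named and the list scores, 19 held a mouse far from the others of its group by Dixon's test at 95%, where chance gives 12.1. Genes of the same list move together, so these are not independent of each other.

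Control replicate 1 had 1245 CPM of Col1a1 against 5588 to 6226 in the other controls, 1021 CPM of Col1a2 against 4517 to 5230, 43 CPM of Phex against 81.6 to 88.3 and 30.1 CPM of Col11a1 against 197 to 219. Its Tnmd was higher, at 2.04 CPM against 1.14 to 1.24, levels of few counts. The total of this library was 1.03 times the mean of the other controls, but CPM already divides depth out, so the total does not bear on these levels. Less bone matrix tissue in this sample or a lower expression per cell stays open, and neither was tested. Without Control replicate 1, the log2 fold change was 1.03 for Col1a1, 0.94 for Col1a2, 0.51 for Phex and 0.99 for Col11a1, all still higher in BMAd-DTA mice.

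BMAd-DTA replicate 5 stood apart in erythroid genes, with a score of 0.32 on the log2 scale against -0.314 to -0.116 in the other BMAd-DTA mice. Rhag was at 129.9 CPM against 75.5 to 94, Car2, which the erythroid and the osteoclast lists share, at 999 CPM against 557 to 677, and Sox6, a member of the chondrocyte list, at 111 CPM against 63 to 78. The total of this library was 0.965 times the mean of the other BMAd-DTA libraries, which for the same reason does not bear on these levels. A larger share of erythroid cells in this mouse may explain the level of these genes, and this was not tested. Without it, the median log2 fold change of the erythroid list was -0.57, against -0.47 with all mice.

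In BMAd-DTA replicate 3, Ctnnb1 was at 502 CPM against 396 to 441 in the other BMAd-DTA mice, Bmp7 at 19.9 CPM against 9.8 to 14 and Mepe at 239 CPM against 89.9 to 146. Without this mouse the log2 fold changes were 0.27, 0.85 and 0.58. In Control replicate 3, Ctsk was at 379 CPM against 102 to 148 in the other controls, Col6a5 at 164 CPM against 27.7 to 47.9, Mmaa at 8.98 CPM against 5.24 to 5.86 and Adrb3 at 1.71 CPM against 1.14 to 1.21. Without this mouse the log2 fold change was 1.90 for Ctsk (adjusted p = 0.0468 in edgeR's test, against 0.0468 to 0.454 over all its alternatives), -2.52 for Col6a5, 0.54 for Mmaa and -1.55 for Adrb3. Of the remaining mice, BMAd-DTA replicate 2 had 531 CPM of Cd79a against 239 to 348, BMAd-DTA replicate 6 had 28.3 CPM of Pimreg against 15.4 to 20.2, and BMAd-DTA replicate 7 had 44.3 CPM of Myh1, a muscle gene, against 0 to 6.3. No technical or biological explanation was tested for these single values.

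Genes of T lymphocytes, which the paper does not discuss in these RNA data, were higher in BMAd-DTA mice. The score difference was 0.43 on the log2 scale (exact permutation test, two-sided, p = 0.0152, adjusted p = 0.0372), all 18 genes had a positive log2 fold change, and 3 of 7 BMAd-DTA mice lay above every control. The list shares no gene with the others tested. The paper's flow cytometry of long bones found fewer T cells, in mice that its legend describes as male. These libraries carried RNA of female mice by Xist and the Y chromosome genes. The most abundant members were Cd4 at 69.9 CPM in BMAd-DTA mice and 46.9 CPM in controls and Tcf7 at 56.6 CPM in BMAd-DTA mice and 36.2 CPM in controls. None of the genes passed an adjusted p of 0.05 in edgeR's test and 2 did in DESeq2, while 10 had an unadjusted p under 0.05. A bias by base composition and length does not account for the rise, since 10000 random lists matched on expression, GC content and transcript length had medians up to 0.12 at the upper limit for a two-sided level of 0.05, against 0.37 for this list. With 1 mouse left out the median stayed between 0.28 and 0.49. Camera's call held under fry (adjusted p = 0.0409) but not with an estimated correlation (0.191) or in the preranked test (0.0504). A larger share of T cells, or more RNA from them, in distal tibiae of BMAd-DTA mice is a hypothesis that these libraries leave open.

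Chondrocyte genes were also higher, with a score difference of 0.43 on the log2 scale (exact permutation test, two-sided, p = 0.0182, adjusted p = 0.0409). Of 18 genes, 15 had a positive log2 fold change, and 3 of 7 BMAd-DTA mice lay above every control. The list shares 8 genes with the Reactome set of extracellular matrix organization, and 1 with the ossification genes that the study picked from these libraries. Col11a1 rose most (log2 fold change 1.34) and Sox6 fell most (-0.63). Col2a1 was the most abundant member in BMAd-DTA mice, at 468 CPM in BMAd-DTA mice and 217 CPM in controls. The same upper limit of matched random lists was 0.13, against a median of 0.22, so base composition and length do not account for it. Camera's call was lost without Control replicate 2 (median 0.13, adjusted p = 0.0506), with fry (0.0518), with an estimated correlation (0.191) and in the preranked test (0.22), over a range of 0.000256 to 0.22. The median of the list moved furthest, with 1 mouse left out at a time, to 0.13 without Control replicate 2 and to 0.49 without Control replicate 4. The amount of growth plate or joint cartilage taken with each bone may differ between mice, and this was not tested.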

How the results depend on the processing

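EdgeR's likelihood ratio test, DESeq2 on the genes kept by filterByExpr and the comparisons with other splits of the mice were chosen after the values were seen, and the other alternatives before the data were examined. DESeq2 was run first with its filter set for an adjusted p of 0.05, which had not been listed and was kept as an alternative, and with the listed default settings after that count was known. No paired analysis was possible because the replicate numbers only count the mice within each group and pair no control with a BMAd-DTA mouse.

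The number of genes with an adjusted p under 0.05 depended on the test. Against 13 genes (12 higher and 1 lower) with edgeR's quasi-likelihood test, DESeq2 gave 845 genes (433 higher and 412 lower) with default settings, 868 genes (440 higher and 428 lower) with its filter set for 0.05 and 841 genes (430 higher and 411 lower) on the genes kept by filterByExpr. Limma-voom gave 20 genes (14 higher and 6 lower), and with sample quality weights 238 genes (131 higher and 107 lower). The likelihood ratio test gave 450 genes (276 higher and 174 lower), and the robust quasi-likelihood fit 32 genes (24 higher and 8 lower). Each of these fits called all 13 genes of the quasi-likelihood test. With DESeq2's size factors in edgeR there were 20 genes (15 higher and 5 lower), with library size only 14 genes (12 higher and 2 lower), with at least 10 counts in every library 17 genes (14 higher and 3 lower), and with unstranded counts 13 genes (11 higher and 2 lower). With the skeletal muscle score as a covariate there were 3 genes (2 higher and 1 lower), and with 1 surrogate variable 2 genes (2 higher and 0 lower), where 2411 genes had an unadjusted p under 0.05. At an adjusted p of 0.01 there were 0 genes in all, higher or lower, and 2708 had an unadjusted p under 0.05. The other alternatives gave between 12 and 13 genes. Neither scaling nor the filter alone accounts for the gap between edgeR and DESeq2. DESeq2's size factors in edgeR gave 20 genes, and DESeq2 on the genes kept by filterByExpr gave 841. On the same filter and scaling, edgeR's likelihood ratio test gave 450 genes against 13, so the test itself moved the count. Apart from this and the stricter thresholds, the cause of the differences was not tested. On simulated counts of the same size edgeR recovered at least 87% of genes changed by a log2 fold change of 1 or -1. Only genes with a mean of at least 50 counts were changed there, and genes were drawn independently. For most such genes, depth and the number of mice alone do not prevent a call. Some more variable genes did not pass in the data. Col1a1, with a log2 fold change of 1.35, had a biological coefficient of variation of 0.40, against a common value of 0.202. For more variable genes and for smaller changes, which were not simulated, this question stays open.

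With 1 mouse left out at a time, the number ran from 0 to 292 genes, from 0 to 176 higher and from 0 to 116 lower. It was 0 without Control replicate 1, Control replicate 2, BMAd-DTA replicate 1 or BMAd-DTA replicate 6, where 1784, 2239, 2626 and 2528 genes had an unadjusted p under 0.05. It was 292 without Control replicate 3 and 89 without Control replicate 4, of which 30 were higher and 59 lower. It was 8 without BMAd-DTA replicate 3 and 3 without BMAd-DTA replicate 4. Without any 1 of Control replicates 1 and 2 and BMAd-DTA replicates 1 and 6, Alpl and Retn no longer passed, and without BMAd-DTA replicate 4 Alpl did not. Their log2 fold changes stayed from 1.01 to 1.31 and from -1.47 to -1.29, with adjusted p up to 0.129 and 0.0889 in edgeR's test.

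Other splits of the same mice into 4 and 7 show how often chance gives as much. Of 100 splits drawn from 330, the real one included, 2 gave as many genes with edgeR's quasi-likelihood test, and the others had a median of 0 and a maximum of 44. The real split alone reached its 2708 genes at an unadjusted p under 0.05, against at most 2420 in the others. With DESeq2, 1 of 40 splits, the real one, gave as many genes, and the others had a median of 3 and a maximum of 288. Of the 27 lists and sets, camera called 20, and 3 of 100 splits gave as many, with a median of 13 in the others. Camera with the preset correlation therefore passes many lists by chance in these libraries. Its 206 calls among all 700 Reactome sets do not exceed chance splits, since 9 of 100 splits gave as many, with a maximum of 295.

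The median log2 fold changes of the lists kept their direction in every alternative for the ossification genes (0.61 to 0.79), the secretory extracellular matrix genes (0.69 to 0.82), the secretory skeletal system genes (0.78 to 1.00), the adipocyte genes (-0.79 to -0.51), the fatty acid metabolism genes (-0.070 to -0.032), the S phase genes (-0.34 to -0.20), the G2/M phase genes (-0.37 to -0.23) and the 7 Reactome sets. The erythroid score as a covariate, fitted as a test of an explanation and not among these alternatives, kept these directions as well, but moved the median to -0.35 for the adipocyte, -0.20 for the S phase and -0.22 for the G2/M phase genes, each nearer 0 than in any alternative, and camera's call of the fatty acid metabolism genes was lost in it (adjusted p = 0.101). With camera's correlation estimated per list, none of camera's 20 calls held. The medians, which this setting does not move, were 0.69 for the ossification genes, 0.77 for the secretory extracellular matrix genes, 0.83 for the secretory skeletal system genes, -0.65 for the adipocyte genes, -0.057 for the fatty acid metabolism genes, -0.28 for the S phase genes and -0.32 for the G2/M phase genes. Among the Reactome sets that lost their call they were -0.14 for cell cycle, -0.11 for checkpoints, 0.13 for extracellular matrix organization, -0.087 for fatty acid, triacylglycerol and ketone body metabolism and -0.16 for DNA replication. Adjusted p values over all alternatives ran from 3.42e-53 to 0.0988 for the ossification genes. Fry lost 8 calls, those of the fatty acid metabolism genes, the skeletal muscle genes, the erythroid genes, the B lymphocyte genes, the osteoclast genes, the chondrocyte genes, the tendon genes and the interferon response genes, and kept those of the ossification genes, the secretory extracellular matrix genes, the secretory skeletal system genes, the adipocyte genes, the S phase genes, the G2/M phase genes, the T lymphocyte genes, the cell cycle set, the cell cycle checkpoints set, the extracellular matrix organization set, the fatty acid, triacylglycerol and ketone body metabolism set and the DNA replication set. The fatty acid metabolism genes were among the calls lost (-0.057, adjusted p = 0.11), and fry added white adipocyte differentiation (-0.054, adjusted p = 0.0384). The preranked test on the paper's metric lost 7 calls, again the fatty acid metabolism genes (normalized enrichment score -1.52, adjusted p = 0.0504). The fatty acid call was also lost without Control replicate 2, BMAd-DTA replicate 2 or BMAd-DTA replicate 7, and its median ran from -0.064 to -0.032 over the fits that left out 1 mouse. The cause of these changes was not tested.

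A change of sign occurred for some lists and genes, none of them past its threshold in edgeR's test or by exact permutation of the score. Farthest from 0 with all mice were the skeletal muscle median (-0.84), which camera had called lower, Kera (-0.38) and Ighm (-0.20). The neutrophil median was 0.056 with the muscle score and 0.059 with the surrogate variable. It was -0.080 to 0.041 with 1 mouse left out, the highest without BMAd-DTA replicate 5. The normalized enrichment score of the neutrophil list was 0.68. The marrow stromal median was 0.000999 with the surrogate variable and -0.12 to 0.052 with 1 mouse left out, the ends being Control replicates 1 and 2. The macrophage median was -0.042 to 0.053 between the same fits, with a normalized enrichment score of 1.05. The skeletal muscle median was 0.093 with the surrogate variable. Hprt had a log2 fold change of 0.0126 with upper-quartile scaling, 0.000435 without a filter, 0.00373 with at least 10 counts in every library, 0.00209 with unstranded and 0.00208 with read-strand counts and 0.00665 with quality weights, and from -0.022 to 0.043 with 1 mouse left out. Tpm2 had 0.056 with the muscle score, 0.064 with the surrogate variable and from -0.17 to 0.022 with 1 mouse left out. With quality weights, Cxcl12 had -0.00499, Il6 0.14, Hba-a2 -0.00129 and Ighm 0.037. With 1 mouse left out, the log2 fold change ran from -0.11 to 0.096 for Cxcl12, from -0.40 to 0.41 for Il6, from -0.18 to 0.18 for Hba-a2, from -0.38 to 0.20 for Ighm, from -0.10 to 0.053 for Mrpl36, from -0.041 to 0.23 for Zap70, from -0.59 to 0.059 for Kera and -0.000957 to 0.25 for Mx2. The cause of these reversals was not tested. Among the 93 genes named, DESeq2 with default settings called 36 more than the quasi-likelihood test, the likelihood ratio test 26 and quality weights 13, while the muscle covariate lost 10 calls and the surrogate variable 11.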

Differences from the paper's values

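DESeq2 on the genes kept by filterByExpr and the likelihood ratio test were chosen after the values were seen, and DESeq2 with its filter set for 0.05 was kept as an alternative after they were seen. The paper reports 841 genes changed in BMAd-DTA mice, of which 432 were increased. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 13 genes with an adjusted p under 0.05, 12 of them higher. DESeq2 with default settings, the tool that the paper's methods name, came within 1.5 times of both values, with 845 genes and 433 higher. These settings were listed before the data were examined, but DESeq2 was first run with its independent filter set for 0.05, which gave 868 genes and 440 higher, also within 1.5 times, and was changed to the listed settings after both that count and the paper's were known. None of the other alternatives set before the data were examined came as close, and the nearest was the fit without Control replicate 3, with 292 genes and 176 higher. On the genes kept by filterByExpr, DESeq2 gave 841 genes and 430 higher, and this setting was added after the values were seen. EdgeR's likelihood ratio test, also added after the values were seen, gave 450 genes and 276 higher.

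The paper states that the genes of the ossification pathway it names were induced. All were higher here, but in edgeR's quasi-likelihood test over all genes Alpl alone among them had an adjusted p under 0.05, while DESeq2 gave an adjusted p under 0.05 for all but Bglap (0.0674). The same holds for Bgn, Dmp1, Pcsk5 and Sfrp2, whose DESeq2 adjusted p values lay between 1.86e-06 and 0.0463. Of the 71 genes in Figure 2H, 4 passed in edgeR's test and 71 in DESeq2, and for Supplemental Figure 4 these were 2 and 20 of the extracellular matrix genes and 3 and 15 of the skeletal system genes. Other settings called some of the genes that the paper names. DESeq2 with its filter set for 0.05 called the same ones as with default settings, and on the genes kept by filterByExpr the same ones except Wnt5a. The likelihood ratio test called Ctnnb1, Lrp5, Bglap2, Bmp1, Bmp3, Bmp7, Col1a1, Col2a1, Mepe, Phex, Bgn, Pcsk5 and Sfrp2. Limma-voom with quality weights called Ctnnb1, Lrp5, Bmp1, Bmp3, Bmp7, Col2a1, Bgn and Pcsk5. The fit without Control replicate 3 called Bmp1, Bmp3, Bmp7, Col2a1, Bgn, Dmp1 and Pcsk5, the robust fit Bmp7, Bgn and Pcsk5, the fit without Control replicate 4 Bgn and Pcsk5, and limma-voom and DESeq2's size factors in edgeR Bgn alone among these. The paper's text names Lrp4 together with Lrp5 while Figure 2H shows Lgr4, and Lrp4 had a log2 fold change of 0.54.

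The legends of the figures that show these RNA data describe male mice. In all 11 libraries, Xist had at least 13810 counts, and Ddx3y, Eif2s3y, Kdm5d and Uty together had at most 1.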

Other observations

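The tests of base composition and length for the extracellular matrix set and of erythroid cells for the G2/M phase genes were chosen before their results were seen, and all other tests here only after. For the tests that hold a cell type's score fixed, the criterion was moved from camera's adjusted p to an exact permutation of the scores after camera's values had been seen, and both criteria gave the same outcome.

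All 11 libraries carried the RNA of female mice by the genes of the sex chromosomes, although the legends describe male mice and the labels give no sex. Xist was at 767 to 1083 CPM. The 4 Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty had 2 counts in total over the per-library counts, which precede the filter of the merged table, so that filter did not remove them. At most 1 such count was found in any library, which argues against RNA of female mice mixed into libraries of male mice. Libraries made from female mice would have high Xist and almost no Y chromosome counts, and 11 of 11 libraries had both. Elsewhere on chromosome Y, Gm47283 held 1010 and Mid1-ps1 54 counts, and all other genes of the chromosome, the 4 included, held 11. Libraries of female mice remain the explanation that these counts leave open, and both groups have the same sex by this measure.

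Technical explanations were tested for the higher extracellular matrix set. Skeletal muscle carried over with the bone does not account for the rise, since with the muscle score as a covariate the median was 0.17 and the score still differed (exact permutation test, two-sided, p = 0.0152). Random lists matched on expression, GC content and transcript length reached 0.024 at the upper limit for a two-sided level of 0.05, so base composition and length do not account for it. The T lymphocyte score minus the erythroid score rose by 0.81 on the log2 scale (exact permutation test, two-sided, p = 0.00909), so these lists did not move alike. That contrast cannot exclude a lower share of blood cells in total, which stays open. The mean library total of BMAd-DTA mice was 0.998 times that of controls (exact permutation test, two-sided, p = 0.927), but the scores are computed on CPM, so this value does not bear on the rise. A higher expression in bone matrix cells, or more of these cells in the sample, stays open as a hypothesis. In this set the gene with the largest fall was Col6a5 (log2 fold change -3.39, adjusted p = 0.0676 in edgeR's test), at 6.59 CPM in BMAd-DTA mice and 69.3 CPM in controls, and it was lower in every BMAd-DTA mouse than in every control.

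The fall of the G2/M phase genes was not explained by erythroid cells alone. With the erythroid score as a covariate the median was -0.22, against -0.32 without it, and the score still differed (exact permutation test, two-sided, p = 0.0273), so part of the fall may go with erythroid cells. With the muscle score as a covariate it was -0.31 (exact permutation test, two-sided, p = 0.00909). For the adipocyte genes the median with the muscle score was -0.53 (exact permutation test, two-sided, p = 0.0485), close to the threshold.

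Scores were compared across the 11 mice in a family of 4 relations. For the G2/M phase and ossification scores, Pearson's r was -0.921 (permutation p = 3.00e-05, adjusted p = 0.00012) and Spearman's rho -0.945 (permutation p = 2.00e-05), with r = -0.82 without the 2 mice farthest from the median of the ossification score and r = -0.782 within groups. The permutations shuffled mice across the groups, and the study picked the ossification genes from these libraries. These p values therefore include the difference between the groups, and the values within groups were not tested. For the ossification and adipocyte scores, Pearson's r was -0.685 (permutation p = 0.0189, adjusted p = 0.0252) and Spearman's rho -0.582 (permutation p = 0.0651), with r = -0.791 without the 2 mice farthest from the median of the adipocyte score and r = -0.275 within groups, so this relation rests mostly on the difference between the groups. For the G2/M phase and erythroid scores, Pearson's r was 0.708 (permutation p = 0.013, adjusted p = 0.0252) and Spearman's rho 0.509 (permutation p = 0.117), with r = 0.262 without the 2 mice farthest from the median of the erythroid score and r = 0.545 within groups, so it rests on those mice. The adipocyte and muscle scores were the remaining pair, and no pooled value is given because the muscle scores fall into separate clusters.

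Skeletal muscle genes varied between libraries of both groups. The muscle score, the mean log2 CPM of the list, was 4.36, 4.60, 5.42 and 0.70 in Control replicates 1 to 4, and 3.88, 0.63, 0.87, 3.12, 0.82, 5.05 and 4.68 in BMAd-DTA replicates 1 to 7. Every gene of the list followed the mean of the others, with a smallest correlation of 0.744 over the libraries, which fall into separate clusters, and Atp2a1, the most abundant, ran from 3.37 to 349 CPM. Muscle left on some bones may therefore be the source of these transcripts. No difference between the groups was detected (median log2 fold change -0.84 over 24 genes, exact permutation test of the score, two-sided, p = 0.37, adjusted p = 0.465), and none of the genes had an unadjusted p under 0.05. Log2 fold changes ran from Myh1 (-1.76) to Tpm2 (-0.069). That of Myh1 ran from -3.50 to -1.19 with 1 mouse left out at a time. The median of the list moved furthest, with 1 mouse left out at a time, to -1.54 without BMAd-DTA replicate 6 and to -0.15 without Control replicate 3. Camera called the list lower, but not without Control replicate 2, Control replicate 3, BMAd-DTA replicate 2, BMAd-DTA replicate 3 or BMAd-DTA replicate 5.

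Lists of other cell types and responses gave these values. Interferon response genes were lower without passing 0.05 after adjustment (median log2 fold change -0.45 over 28 genes, exact permutation test of the score, two-sided, p = 0.0364, adjusted p = 0.0655), from Tgtp1 (-1.68) to Mx2 (0.14). Erythroid genes were lower in camera and not by mouse (median log2 fold change -0.47 over 21 genes, exact permutation test of the score, two-sided, p = 0.115, adjusted p = 0.173). In edgeR's test over all genes no erythroid or interferon gene passed an adjusted p of 0.05, while DESeq2 called 10 and 7. When adjusted over the list alone, 14 and 11 passed. The preranked test called both lists lower (adjusted p = 0.0028 and 0.00246), and fry called neither (adjusted p = 0.14 and 0.0603). Osteoclast genes (median log2 fold change 0.58 over 16 genes, exact permutation test of the score, two-sided, p = 0.0697, adjusted p = 0.111) ran from Car2 (-0.53) to Ctsk (1.27). B lymphocyte genes (median log2 fold change 0.36 over 20 genes, exact permutation test of the score, two-sided, p = 0.333, adjusted p = 0.45) ran from Ighm (-0.20) to Cd79a (0.66). No difference was detected by mouse for tendon genes (median log2 fold change 0.31 over 12 genes, exact permutation test of the score, two-sided, p = 0.194, adjusted p = 0.276), neutrophil genes (median log2 fold change -0.033 over 20 genes, exact permutation test of the score, two-sided, p = 0.87, adjusted p = 0.87), endothelial genes (median log2 fold change -0.072 over 16 genes, exact permutation test of the score, two-sided, p = 0.642, adjusted p = 0.667), marrow stromal genes (median log2 fold change -0.024 over 20 genes, exact permutation test of the score, two-sided, p = 0.379, adjusted p = 0.465), macrophage genes (median log2 fold change -0.016 over 18 genes, exact permutation test of the score, two-sided, p = 0.442, adjusted p = 0.498) and stress response genes (median log2 fold change 0.090 over 17 genes, exact permutation test of the score, two-sided, p = 0.415, adjusted p = 0.487). The most abundant members were Hba-a1 for erythroid cells at 13004 CPM in BMAd-DTA mice and 13702 CPM in controls, Mmp9 for osteoclasts at 1782 CPM in BMAd-DTA mice and 1300 CPM in controls, Ighm for B lymphocytes at 1594 CPM in BMAd-DTA mice and 1836 CPM in controls, Dcn for tendon at 799.9 CPM in BMAd-DTA mice and 619 CPM in controls, Ngp for neutrophils at 9103 CPM in BMAd-DTA mice and 9089 CPM in controls, Plvap for endothelium at 209 CPM in BMAd-DTA mice and 223 CPM in controls, Cxcl12 for marrow stroma at 3404 CPM in BMAd-DTA mice and 3357 CPM in controls, Lyz2 for macrophages at 2550 CPM in BMAd-DTA mice and 2508 CPM in controls, Ifitm3 for the interferon response at 143 CPM in BMAd-DTA mice and 155 CPM in controls and Jund for the stress response at 176 CPM in BMAd-DTA mice and 167 CPM in controls. With 1 mouse left out at a time, the median moved by over 1.5 times for some lists, at most to 0.33 without BMAd-DTA replicate 3 for osteoclast genes, 0.19 without Control replicate 1 and to 0.66 without Control replicate 4 for B lymphocyte genes, 0.20 without Control replicate 2 for tendon genes, -0.080 without Control replicate 4 and to 0.041 without BMAd-DTA replicate 5 for neutrophil genes, -0.015 without Control replicate 3 for endothelial genes, -0.12 without Control replicate 1 and to 0.052 without Control replicate 2 for marrow stromal genes, -0.042 without Control replicate 1 and to 0.053 without Control replicate 2 for macrophage genes and 0.029 without Control replicate 4 and to 0.14 without BMAd-DTA replicate 7 for stress response genes. Camera called the B lymphocyte list, but not without Control replicate 1 or Control replicate 2, and the tendon list, but not without Control replicate 2, and it called the marrow stromal list lower without Control replicate 1 alone.

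The remaining lowest and highest members of these lists and sets had log2 fold changes of -0.25 for Cxcr2 and 0.45 for Mmp9 (neutrophil genes), 0.058 for Zap70 and 0.89 for Cd8b1 (T lymphocyte genes), -0.38 for Kera and 0.90 for Tnmd (tendon genes), -0.23 for Tek and 0.32 for Sox17 (endothelial genes), -1.28 for Adipoq and 0.46 for Gas6 (marrow stromal genes), -0.34 for Fcgr1 and 0.86 for Marco (macrophage genes), -0.29 for Dnajb1 and 0.70 for Egr2 (stress response genes), -0.78 for Hist1h3c and 0.89 for Cdkn2b (Reactome cell cycle), -0.51 for Cdc6 and 0.47 for Cdkn1a (Reactome cell cycle checkpoints), -0.96 for Acsl6 and 0.71 for Bdh1 (Reactome fatty acid, triacylglycerol and ketone body metabolism), -0.30 for Mmut and 0.33 for Mmaa (Reactome mitochondrial fatty acid beta-oxidation) and -0.77 for Ppargc1a and 0.32 for Med31 (Reactome white adipocyte differentiation). None of these genes had an adjusted p under 0.05 in edgeR's test. Histone genes such as Hist1h3c have near-identical copies, so their counts are uncertain. The DNA replication set has the same lowest and highest members as the checkpoints set.

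Some lists share genes, and overlaps of a marker list with a Reactome set are given from 5 genes. The ossification genes share 7 genes with the secretory extracellular matrix genes, 14 with the secretory skeletal system genes, 1 with the chondrocyte genes and 15 with the Reactome extracellular matrix organization set. The secretory extracellular matrix genes share 5 genes with the secretory skeletal system genes and 14 with the Reactome extracellular matrix organization set. The secretory skeletal system genes share 5 genes with the Reactome extracellular matrix organization set. The adipocyte genes share 4 genes with the fatty acid metabolism genes, 3 with the marrow stromal genes and 8 with the Reactome fatty acid, triacylglycerol and ketone body metabolism set. The fatty acid metabolism genes share 23 genes with the Reactome fatty acid, triacylglycerol and ketone body metabolism set and 10 with the Reactome mitochondrial fatty acid beta-oxidation set. The S phase genes share 21 genes with the Reactome cell cycle set, 8 with the Reactome cell cycle checkpoints set and 14 with the Reactome DNA replication set. The G2/M phase genes share 25 genes with the Reactome cell cycle set and 5 with the Reactome cell cycle checkpoints set. The neutrophil genes share 1 gene with the osteoclast genes. The erythroid genes share 1 gene with the osteoclast genes. The B lymphocyte genes share 1 gene with the marrow stromal genes. The chondrocyte genes share 1 gene with the tendon genes and 8 with the Reactome extracellular matrix organization set. The tendon genes share 1 gene with the stress response genes. The marrow stromal genes share 1 gene with the macrophage genes. The Reactome cell cycle set shares 121 genes with the Reactome cell cycle checkpoints set and 98 with the Reactome DNA replication set. The Reactome cell cycle checkpoints set shares 75 genes with the Reactome DNA replication set. The Reactome fatty acid, triacylglycerol and ketone body metabolism set shares 15 genes with the Reactome mitochondrial fatty acid beta-oxidation set and 7 with the Reactome white adipocyte differentiation set.

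Gt(ROSA)26Sor, the noncoding gene at the locus that carries the toxin cassette, lies on chromosome 6 from 113067428 to 113077333 of GRCm38 and was looked at after its values were seen. It had 7, 2, 4 and 3 counts in Control replicates 1 to 4 and 9, 5, 25, 91, 83, 5 and 0 counts in BMAd-DTA replicates 1 to 7. A difference in library size could not give this range, since the largest library total was 1.1 times the smallest. The allele may change how this gene is transcribed, and this was not tested.

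The paper reports from qPCR of distal tibiae that Pparg and Cebpa were decreased, in mice that its legend describes as male. The sequenced libraries carried RNA of female mice by the genes of the sex chromosomes, so the comparison may be between sexes. In the sequenced libraries Pparg had a log2 fold change of -0.41 (standard error 0.18, adjusted p = 0.277 in edgeR's test) and Cebpa of -0.12 (standard error 0.11, adjusted p = 0.636). For Pparg, 6 of 7 BMAd-DTA mice lay below every control (exact permutation test, two-sided, p = 0.0455), a difference that did not pass after adjustment over all genes. For Cebpa, 3 of 7 did (exact permutation test, two-sided, p = 0.358), and no difference was detected. The log2 fold change of Cebpa ran from -0.17 to -0.069 with 1 mouse left out at a time. Some other genes that the paper names outside its statements on these RNA data had log2 fold changes of -0.48 (Lepr), -0.44 (Pnpla2), 0.35 (Tnfsf11), 0.020 (Cxcl12) and -0.16 (Il6), with adjusted p values of 0.138 or more in edgeR's test. DESeq2 gave Pnpla2 an adjusted p of 0.0391.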
